# SHMT2 Drives the Progression of Colorectal Cancer by Regulating UHRF1 Expression

**DOI:** 10.1155/2022/3758697

**Published:** 2022-02-15

**Authors:** Ximao Cui, Yanfen Cui, Tao Du, Xiaohua Jiang, Chun Song, Shun Zhang, Chiye Ma, Yun Liu, Qing Ni, Yuzhe Gao, Guanghui Wang

## Abstract

**Introduction:**

Serine hydroxymethyltransferase 2 (SHMT2) has a critical role in serine-glycine metabolism to drive cancer cell proliferation. Yet, the function of SHMT2 in tumorigenesis, especially in human colorectal cancer (CRC) progression, remains largely unclear.

**Materials and Methods:**

CRC and paired normal samples were collected in the Department of Colorectal Surgery, Xinhua Hospital, Shanghai Jiao Tong University School of Medicine, and assessed by real-time polymerase chain reaction (qPCR) analysis, western blot (WB), and immunohistochemistry (IHC). Moreover, SHMT2 expression in human CRC cells was identified by qPCR and WB. The CRC cell proliferation, migration, and invasion after SHMT2 knockdown were explored through *in vitro* and *in vivo* assays. mRNA-seq assays were used to investigate the underlying mechanisms behind the SHMT2 function.

**Results:**

It was found that SHMT2 mRNA and protein were overexpressed in CRC tissue compared to the levels in normal mucosa. Positive expression of SHMT2 was significantly correlated with TNM stage and lymph node metastasis, and elevated expression of SHMT2 resulted as an independent prognostic factor in patients with CRC. SHMT2 knockdown impaired the proliferation of CRC *in vitro* and *in vivo* and induced cell cycle arrest by regulating UHRF1 expression.

**Conclusion:**

Taken together, our findings reveal that UHRF1 is a novel target gene of SHMT2, which can be used as a potential therapeutic strategy for CRC therapy.

## 1. Introduction

Colorectal cancer (CRC) is the third most common cancer, accounting for 10% of all cancer cases worldwide. It accounts for approximately 1.9 million new cases and 935,173 deaths annually [1]. Treatment of CRC depends on the tumor site and stage at diagnosis. In the early stage of CRC, surgery alone can eliminate the cancer [2]. If the tumor has metastasized to distant organs, the 5-year relative survival rate is only 14% [3]. Clinical outcomes in patients with CRC are far from satisfactory, especially in advanced cancer patients at stages III and IV.

A metabolic disorder is an important sign of a tumor whose mechanisms involve changes in the expression and function of multiple metabolic molecules [4]. Over recent years, relevant studies have shown that SHMT2 (serine hydroxymethyltransferase 2), a key enzyme of serine metabolism, is involved in the occurrence and development of tumors and in the regulation of tumor cell proliferation [5]. In the 1920s, Koppenol et al. proposed the “Warburg effect” to clarify the metabolic difference between tumor cells and normal cells. Since then, the study of metabolic pathways has become a new direction and focal point in tumor pathogenesis [6]. Metabolic disorders and reprogramming of energy metabolism, which are biological behaviors, are the same as tissue infiltration and metastasis, continuous self-proliferation, and continuous angiogenesis. These are one of the 10 recognized characteristics of cancer [7]. With the continuous in-depth study of tumor metabolism mechanisms, a series of metabolism-related enzymes and molecules, including the expression and function of serine hydroxymethyltransferase (SHMT), have been found to be involved in the occurrence and development of tumors. By regulating the material and energy metabolism of tumor cells, it is possible to develop a new target for tumor therapy [8–11].

SHMT is a pyridoxal phosphate (PLP) (vitamin B6) dependent enzyme that catalyzes the reversible conversion of L-serine to glycine and tetrahydrofolate to methylenetetrahydrofolate, thereby exerting an important role in the cell-carbon unit pathway [12]. This reaction is the most important way for cells to obtain one carbon unit [13]. SHMT has two isozymes, SHMT1, which is mainly present in the cytoplasm, and SHMT2, which is present in the mitochondria. SHMT2 has a regulatory role as a bridge between serine catabolism and one-carbon unit exchange. Initially, glycine consumption was considered a key factor in rapid cell proliferation [14]. Further studies have shown that serine has a stronger function than glycine in nucleotide biosynthesis and tumor growth [15]. One-carbon unit metabolism driven by serine has been identified as an important pathway for the production of NADPH [16] as SHMT2 is regarded as an essential gene in the process of tumorigenesis and development, and a variety of tumors have been confirmed to be related to it [17–20].

UHRF1, ubiquitin-like, containing PHD and RING finger ring domain protein 1, is a human protein encoded by the UHRF1 gene. This gene encodes a member of the subfamily of RING finger ring-like E3 ubiquitin ligases. The protein binds to hemimethylated DNA in the S phase and recruits the main DNA methyltransferase gene DNMT1 to regulate chromatin structure and gene expression. Its expression reaches its peak in the late G1 period and continues to maintain high levels of expression in the G2 and M phases of the cell cycle [21]. It has a major role in the G1/S transition and in p53-dependent DNA damage checkpoints. Recently, UHRF1 has been identified as an oncogene of hepatocellular carcinoma [22].

In our previous study, the difference between the mRNA expression profile of 8 colorectal cancer samples and the matched normal mucosa was determined by microarray analysis [23]. Compared with matched normal tissues, SHMT2 expression is upregulated in colorectal cancer tissues. Herein, we detected the expression of SHMT2 protein in colorectal cancer tissues and compared it with the corresponding normal tissues to analyze its relationship with the clinicopathological characteristics and prognosis of colorectal cancer. The mechanism of SHMT2 in colorectal cancer cell lines was also discussed.

## 2. Results

### 2.1. SHMT2 Is Highly Expressed in Tumor Tissues from CRC Patients

In our previous study, we performed microarray analyses to compare gene expression profiles between eight pairs of CRC and adjacent normal tissues to identify genes related to the development and progression of CRC [23]. Among SHMT family members, SHMT2 was markedly upregulated in CRC tissues, whereas the expression of SHMT1 did not significantly change (Figure S1A). Similar results were observed in the TCGA database (Figure S1B). We assessed SHMT2 expression by qPCR in five newly collected pairs of normal and tumor tissues from CRC patients. The SHMT2 mRNA level was significantly upregulated in CRC samples, whereas the expression of SHMT1 did not significantly change (Figure 1(a)). Similar alterations in SHMT2 protein expression were found by immunoblotting analysis. Increased protein levels of SHMT2 were observed in 6 out of 7 newly collected pairs of tissues (Figure 1(b)).

### 2.2. Increased SHMT2 Expression Is Associated with Poor Prognosis and Metastasis in CRC Patients

To determine the relevance of SHMT2 expression to clinicopathological characteristics and prognosis in CRC patients, immunohistochemistry (IHC) analysis was performed using a tissue microarray (TMA) consisting of 201 CRC samples. As shown in Figure 1(c), normal tissues exhibited none or little positive staining (Figure 1(c) panel A), whereas the majority of CRC tissues expressed a low, medium, or high level of SHMT2 (Figure 1(c), panels B, C, and D). SHMT2 positive expression was compared with clinical data, although no significant association of SHMT2 positive staining was found regarding tumor size, age, differentiation stage, tumor type, and gender of individuals with CRC (Table 1). However, advanced CRC (stages III and IV) had a significantly higher percentage of SHMT2 expression compared with stage I and stage II cancers (*P*=0.022, Table 1). Significantly higher SHMT2 staining was also found in CRC with lymph node metastasis than in those without it (*P*=0.021, Table 1). Furthermore, Kaplan-Meier analysis showed that SHMT2 expression was significantly associated with poor overall survival in CRC patients (HR 2.72, 95% CI 1.24–5.97, *P*=0.0125, Figure 1(d)). Furthermore, univariate and multivariate Cox regression hazard analysis showed that the SHMT2 expression level was an independent prognostic marker for CRC (Table 2). Thus, these data suggested that SHMT2 may be applied as a valuable biomarker for poor prognosis and might have an important role in the progression and lymph node metastasis of colorectal cancer.

### 2.3. SHMT2 Knockdown Impaired CRC Cell Proliferation by Blocking G1/S Transition

SHMT2 protein expression was tested in six CRC cell lines (Figure 2(a)), and HCT116, SW480, and SW620 were found to express higher levels of SHMT2 protein and were chosen for further analysis. To assess the potential role of SHMT2 in CRC progression and metastasis, we generated shRNA in a DOX-regulated system in CRC cells (HCT116, SW480, and SW620). As shown in Figure 2(b) and Figure S1C, the efficiency of SHMT2 inhibition after 48 h of DOX treatment was assessed by immunoblotting analyses. Then, we used the CCK8 kit to test the effect of SHMT2 knockdown on the proliferation of CRC cells. Interestingly, SHMT2 knockdown did not affect HCT116 cells (Figure S2A) but did induce a significantly decreased cell growth in SW620 and SW480 *in vitro* (Figure 2(c)). Using colony formation assay, we found that SHMT2-knockdown display dramatically decreased colony number as compared with control cells (Figure 2(d)). However, SHMT2 knockdown did not affect the migration ability of SW480, SW620, and HCT116 cells (data not shown). As a result, SHMT2 functioned as a proliferation-promoting gene in CRC cells *in vitro*.

To investigate the mechanisms underlying the antiproliferative effects of SHMT2 silencing in CRC cells, we analyzed cell cycle distribution using flow cytometry. SHMT2 silencing led to an increased percentage of SW480 and SW620 cells in G0 and G1 phase arrest and a decrease in the percentage of cells in the S phase (Figure 2(e)). To determine the relationship between SHMT2 expression and colon cell cycle, western blot assay was performed to detect multiple cell cycle-related genes, including CCND1, CDK2, and p27. As a result, we found that the expression of p27 increased significantly, while the expressions of CCND1 and CDK2 decreased significantly after SHMT2 knockdown (Figure 2(f)).

Therefore, SHMT2 knockdown impaired the proliferation of CRC cells by blocking the cell cycle from G0/G1 phase to S phase and G2/M phase.

### 2.4. SHMT2 Knockdown Impairs the Growth of Tumor Xenografts *In Vivo*

By using inducible SHMT2 shRNA, we investigated the contribution of SHMT2 during cancer development *in vivo*. SW480 and SW620 cells harboring DOX-inducible SHMT2 shRNA were injected into the armpit fat pad of nude mice. In one group, DOX was administered to induce shRNA expression, while normal water without DOX was administered in the other group as a control. SHMT2 depletion led to a profound reduction of tumor growth compared with controls (Figure 3(a)). Significant differences in tumor size were observed between the two groups, as assessed by measuring the weight of the tumor (*P* < 0.01, Figure 3(b)). As is well known, Ki-67 protein is strictly associated with cell proliferation. Next, xenograft specimens from the above tumors were examined by IHC using the anti-Ki-67 antibody. We observed that the number of Ki-67 positive cells and their staining intensity were significantly increased compared with controls in SHMT2 silencing tumors (Figure 3(c)). Taken together, our results suggested that SHMT2 silencing could reduce CRC cancer cell growth *in vivo*.

### 2.5. SHMT2 Regulates a Cell Adhesion and Cell Cycle Transcriptional Program in CRC Cells

For a comprehensive understanding of the role of SHMT2 in colorectal cancer, we analyzed the gene expression profile of SHMT2-knockdown SW480 and SW620 cells using an Agilent RNA-seq. 

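SW480 and SW620 are human colorectal cancer cell lines. Sequencing data of 4 RNA libraries were analyzed, with 1 library of SHMT2-knockdown cells and 1 library of control cells for each cell line. In the knockdown system of the paper, doxycycline switches on an shRNA against SHMT2. The paper describes the controls as control shRNA cells, and the sample labels give their treatment only as control. The sample titles end in jia for knockdown cells and in jian for control cells, and the meaning of these endings was not examined. Whether the controls received doxycycline is stated in neither. Neither the labels nor the text states which of the 2 hairpins was sequenced. The results text names an Agilent RNA-seq and the methods name an Agilent microarray, while the sample labels describe Illumina TruSeq RNA libraries. The values are whole numbers with a different total in each library, as sequencing counts are. The authors deposited 1 table of read counts for 26364 gene symbols, without normalization. The aligner, the counting program, the genome build and the use of strand are not stated. The total was 6432779 counts in SHMT2-knockdown SW480 cells and 9590550 in control SW480 cells. It was 13774288 counts in SHMT2-knockdown SW620 cells and 5530129 in control SW620 cells. The library of knockdown cells was therefore 0.671 times as deep as its control in SW480 and 2.49 times as deep in SW620. Counts were normalized by TMM and compared with edgeR's quasi-likelihood test, with the cell line as a term of the model. The test covered the 14024 genes with at least 10 counts in at least 2 libraries. The cell line term was a choice made for this re-analysis, since the paper names no model, and it leaves 1 residual degree of freedom per gene. The P values and the standard errors over both lines therefore rest on a dispersion shared across genes. Within a single cell line there was no replicate and no test. SHMT2, the targeted gene, was examined first. It had 2661 counts in control SW480 cells and 205 in SHMT2-knockdown SW480 cells, or 277 and 30.9 CPM, the count scaled to a common library size. In SW620 cells it had 3751 counts in the control and 640 in the knockdown, or 688 and 47.6 CPM. The transcript left after knockdown was 11.2% of control in SW480 and 6.92% in SW620. The log2 fold change over both lines was -3.54 (standard error 0.12, adjusted p = 1.06e-167 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SHMT2 overlaps NDUFA4L2 on the opposite strand, and reads of the 2 genes could mix if strand was not used in counting.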

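SHMT2-knockdown cells and control cells were compared over both cell lines. At an unadjusted P of 0.05 or less, 688 genes were lower and 582 were higher in SHMT2-knockdown cells among the 14024 genes tested. About 701 genes would pass this limit by chance if no gene changed. After Benjamini-Hochberg adjustment, 164 genes were lower and 69 were higher at an adjusted p under 0.05. The choice of the model moved these numbers most. Without the cell line as a term, 17 genes were lower and 1 was higher at the unadjusted limit, and 0 genes in either direction passed after adjustment. The dispersion common to all genes was 0.00819 with the cell line in the model and 0.561 without it. Table S2 lists 149 downregulated and 70 upregulated genes, and every one was among the genes tested. Of the genes listed as down, 148 were lower in both cell lines (99.3%, exact 95% confidence interval 96.3% to 100%), and COL12A1 was the exception. Of the genes listed as up, 69 were higher in both lines (98.6%, interval 92.3% to 100%), and GPR15 was the exception. In 10000 random lists matched on mean expression, the mean share was 28.0% for down and 27.7% for up. The paper cites Table S2 for this experiment, so the list is not taken as independent evidence. The paper names both RNA-seq and a microarray for the experiment. All 149 genes listed as down and all 70 listed as up had an unadjusted P of 0.05 or less. Over all genes tested, 132 of the genes listed as down and 57 of those listed as up had an adjusted p under 0.05. Adjusted over the list alone, the numbers were 149 and 70.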

Compared with control shRNA cells, 149 genes were downregulated, and 70 genes were upregulated in SHMT2-silenced cells based on *P* value ≤0.05 (Figure 4(a) and Table S2). Gene ontology analysis indicated that many of the differentially expressed proteins were physically located at the cell membrane and were functionally associated with cell adhesion and cell cycle (Figure 4(b) A). 

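The gene ontology tables were not used here. A list of 65 genes of cadherins, catenins, integrins, cell junctions and focal adhesions was written before the data were examined, and 59 of these cell adhesion genes were tested. At an unadjusted P of 0.05 or less, 6 of them were lower and 11 were higher in SHMT2-knockdown cells. This was 28.8% of the list, against 9.06% of all genes tested (two-sided Fisher's exact test, adjusted p = 1.75e-05 over 6 gene lists). Over all genes tested, 3 were lower and 4 were higher at an adjusted p under 0.05. Adjusted over the list alone, 4 were lower and 8 were higher. Of the tested members, 8 are in Table S2. Without them, 17.6% of the list passed the unadjusted limit (two-sided Fisher's exact test, unadjusted p = 0.0456). Over all genes tested, 0 of these remaining members were lower and 0 were higher at an adjusted p under 0.05. The list as a whole moved little. Its median log2 fold change was 0.07 over both lines, -0.04 in SW480 and 0.14 in SW620. The set test camera, with a preset correlation between genes of 0.01, gave an adjusted p of 0.0423 for a rise. Without the cell line in the model this was 0.148, and without the genes of Table S2 it was 0.0893.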

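Cell cycle genes were examined with published lists of S phase and G2/M phase markers. All 43 genes of the S phase list and all 54 genes of the G2/M phase list were tested. At an unadjusted P of 0.05 or less, 27 S phase genes and 26 G2/M phase genes were lower in SHMT2-knockdown cells, and 0 in either list were higher. In total, 40 of the S phase genes and 49 of the G2/M phase genes were lower in both cell lines. Among all genes tested, 24.7% were lower in both. Genes past this limit were more frequent in both lists than in the rest of the genes tested (two-sided Fisher's exact test, adjusted p = 2.03e-17 for S phase and 2.77e-13 for G2/M phase). Over all genes tested, 7 genes of each list were lower at an adjusted p under 0.05. Adjusted over the list alone, this was 25 S phase genes and 18 G2/M phase genes. Table S2 holds 8 of the S phase genes and 7 of the G2/M phase genes. UHRF1 belongs to the S phase list and ANLN to the G2/M phase list.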

KEGG pathway analysis also indicated that the SHMT2-regulated transcriptome in CRC cells was rich in cell cycle-related genes (Figure 4(b) B). 

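The size of the change was set beside the pathways named for Figure 4(c). The S phase genes had a median log2 fold change of -0.34 in SW480 and -0.24 in SW620. The G2/M phase genes had medians of -0.24 and -0.20. In both cell lines these medians were below those of all 10000 random lists of equal size matched on mean expression. The adjusted p from camera was 1.13e-24 for S phase and 9.94e-21 for G2/M phase. Under tests that estimate the correlation between genes, the adjusted p was 0.253 for both lists with fry and 0.392 for both with camera's estimated correlation. These were the smallest values of any of the 6 lists. With 1 residual degree of freedom that correlation is poorly known and these tests may have little power. They therefore leave open whether the calls hold without the preset correlation of 0.01. For glycine, serine and threonine metabolism, a list of 31 enzymes was written before the data were examined, and 23 were tested. Its median log2 fold change was 0.02 in SW480 and -0.05 in SW620, and camera gave an adjusted p of 0.458. Camera's adjusted p for a fall was 0.032 with no filter on low counts and 0.00672 with a filter of 50 counts in 2 libraries. It was 0.00113 with the DESeq2 Wald test, an alternative to edgeR, and 0.0273 with every library thinned to the smallest total. The list's median log2 fold change was 0.062 with no filter and -0.0084 with the filter of 50 counts. It was -0.049 with the DESeq2 Wald test and 0.022 after thinning. SHMT2 was a member of the list in these fits, and none of them was repeated without it. A fall of the list as a whole is therefore not shown. The adjusted p was 0.285 without the cell line in the model and 0.459 with DESeq2's size factors. After a correction for GC content and transcript length it was 0.548. Why these fits differ was not tested. At an unadjusted P of 0.05 or less, 3 genes of the list were lower and 3 were higher. This was 26.1% of the tested members, against 9.06% of all genes tested (two-sided Fisher's exact test, adjusted p = 0.0143 over 6 gene lists). SHMT2 itself is a member, and without it the share was 22.7% (unadjusted p = 0.0433 from the same test). With SHMT2 kept and the genes of Table S2 left out, the share was 19% (unadjusted p = 0.116 from the same test). The enrichment score of gene set enrichment analysis, a setting chosen after the data were seen, was -0.58 for this list (permutation test over genes with 1000 random sets, p = 0.018). Without SHMT2 the score was 0.36 (permutation test, p = 0.35). The KEGG and MSigDB gene sets were not used here.

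**Figure D1:**
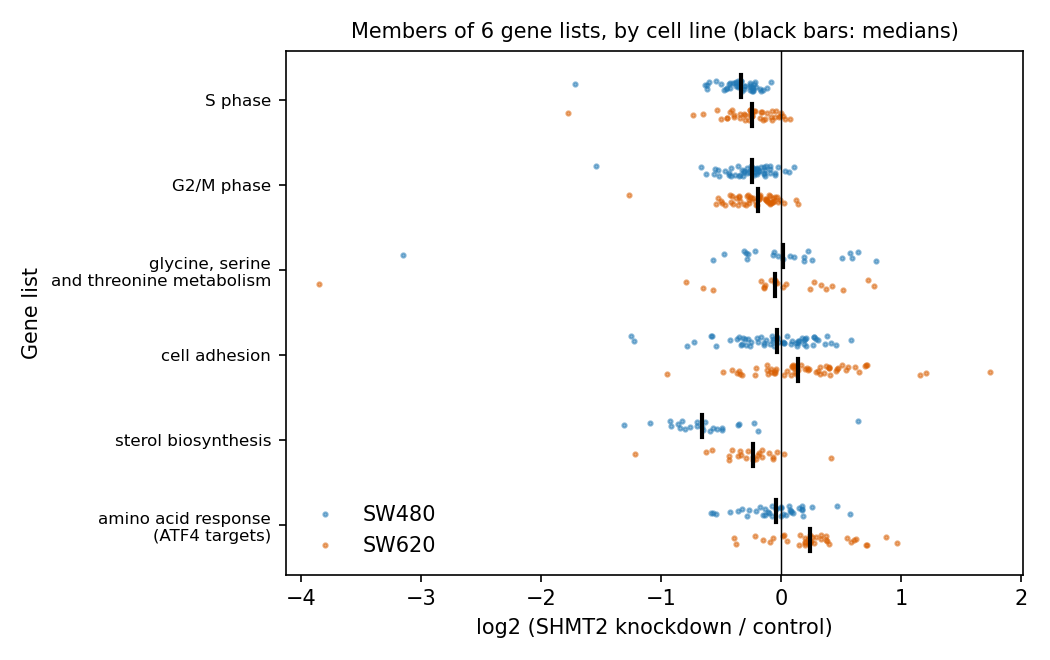
Log2 fold change of each tested gene in 6 gene lists, with SHMT2 knockdown over control on the x axis and a row of points for each cell line. Black bars are medians, which lie at -0.34 and -0.24 for S phase and at 0.02 and -0.05 for glycine, serine and threonine metabolism in SW480 and SW620, and the leftmost point of that list is SHMT2.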

Gene set enrichment analysis also indicated that the SHMT2-regulated transcriptome in CRC cells is rich in glycine, serine, and threonine metabolism-related and cycle-related genes (Figure 4(c)). Next, we performed qPCR assays to verify the representative genes obtained from the mRNA-seq results. As a result, the transcript levels of UHRF1, CCND1, ANLN, CBFB, SCD, and HMGA2 matched the microarray analysis (Figure 4(d)).

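In the sequencing data, 5 of these genes were lower and HMGA2 was higher in SHMT2-knockdown cells of both lines. Adjusted p values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, and positions are from GENCODE 29 on GRCh38. CCND1 (chromosome 11, 69641087 to 69654474) had log2 fold changes of -1.44 in SW480 and -1.37 in SW620 (adjusted p = 2.9e-36). Its level in control cells was 948 CPM in SW480 and 217 CPM in SW620. ANLN (chromosome 7, 36389806 to 36453791) had log2 fold changes of -1.54 and -1.27, from control levels of 256 and 230 CPM (adjusted p = 1.5e-28). CBFB (chromosome 16, 67029116 to 67101058) had log2 fold changes of -1.05 and -1.22 (adjusted p = 1.06e-16). SCD (chromosome 10, 100347124 to 100364834) had log2 fold changes of -0.98 and -0.86 (adjusted p = 1.59e-19). Reads of SCD could be shared with its pseudogene SCDP1. HMGA2 (chromosome 12, 65824131 to 65966295) rose by 1.01 and 0.91 on the log2 scale (adjusted p = 7.41e-13). It had 2329 counts in control and 3237 in SHMT2-knockdown SW480 cells, and 193 and 900 counts in SW620 cells. CCND1, ANLN and HMGA2 overlap genes on the opposite strand. Without the cell line in the model, the unadjusted P was 0.0028 for ANLN but 0.27 for CCND1, 0.201 for CBFB, 0.0984 for SCD and 0.525 for HMGA2. One of the 2 annotated 3′ UTRs of CCND1 has a 7-base site for the seed of the printed hairpin's guide.

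**Figure D2:**
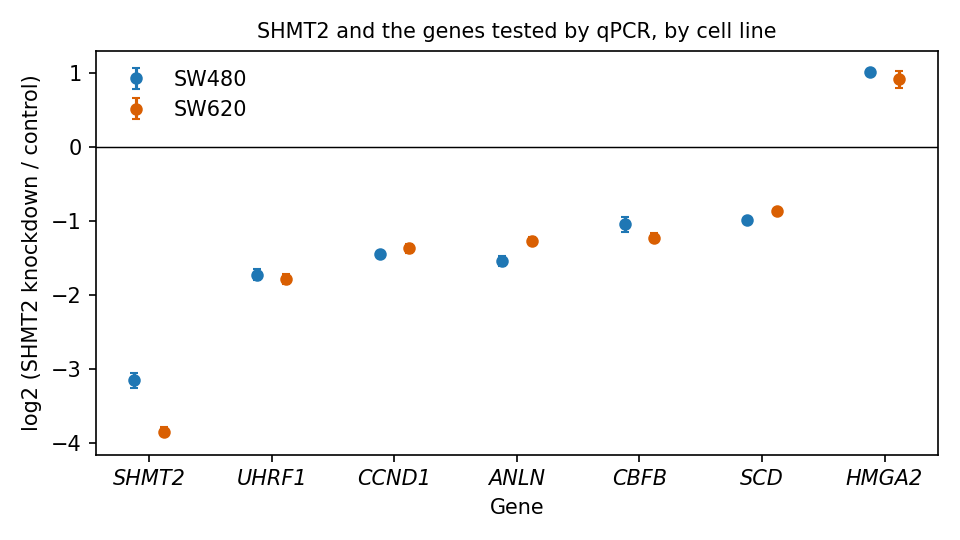
Log2 fold change of SHMT2 and the genes tested by qPCR, with SHMT2 knockdown over control on the y axis and 1 point per cell line. Error bars are standard errors from the counts of the 2 libraries compared and do not include differences between cultures, and the points of SW480 and SW620 lie on the same side of 0 for every gene shown.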

This transactivation activity probably accounts for the ability of SHMT2 to serve as a biomarker for tumor progression and poor prognosis.

### 2.6. SHMT2 Regulates CRC Cell Progression *In Vivo* and *In Vitro* by Targeting UHRF1

Because UHRF1 is an intermediate filament protein that may affect cell proliferation and UHRF1 is the top downregulated gene in our RNA-seq results, we assumed that UHRF1 might be the key downstream gene of SHMT2. 

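UHRF1 (chromosome 19, 4903080 to 4962154 on GRCh38) had 2207 counts in control and 460 in SHMT2-knockdown SW480 cells, or 230 and 69.4 CPM. In SW620 cells it had 1278 and 913 counts, or 234 and 67.9 CPM. The transcript left was 30.2% of control in SW480 and 29.0% in SW620, and the log2 fold changes were -1.72 and -1.78. The standard errors from counts were 0.0739 and 0.0625, so the 2 lines differed by less than the sampling noise. Over both lines the log2 fold change was -1.76 (standard error 0.12, adjusted p = 3.8e-43 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the size of the fall, UHRF1 ranked 2 among the 14024 genes tested, after SHMT2 itself, and by P value it also ranked 2. Within single lines it ranked 16 in SW480 and 5 in SW620. With the DESeq2 Wald test it ranked 12. Without a filter on low counts it ranked 1263. Among genes with an unadjusted P of 0.05 or less and the same direction in both lines, the next largest fall was that of MIR3918, with 195 and 42 counts in SW480 but only 1 and 0 in SW620. The paper calls UHRF1 its top downregulated gene and names a possible effect of UHRF1 on cell proliferation. On these grounds it assumes a possible key role for UHRF1 downstream of SHMT2.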

Our results revealed that the mRNA and protein levels of UHRF1 were significantly downregulated in the case of SHMT2 knockdown (Figures 5(a) and 5(b)). Then, we generated two SHMT2-knockdown cell lines stably transfected with a retrovirus expressing UHRF1 (Figure 5(c)). Using CCK8 assays, we found that reexpressing UHRF1 remarkably restored the impaired proliferation of SHMT2-knockdown SW480 and SW620 cells (Figures 5(d) and S2B). Meanwhile, we found that reexpressing UHRF1 could restore SHMT2 silencing induced G0 and G1 phase arrest and increase the percentage of cells in the S phase by using flow cytometry (Figures 5(e) and S2C). At the same time, our results proved that reexpressing UHRF1 could restore SHMT2 silencing induced colony number decrease by using colony formation assay (5F and S2D). Finally, we found that reexpressing UHRF1 could also restore the weight of xenografts *in vivo* (Figure 5(g)). Therefore, these results suggested that UHRF1 has an important role in the proliferation induced by SHMT2 knockdown in CRC.

### 2.7. Relevance of SHMT2 Induced UHRF1 Expression in Clinic and *In Vivo*

At first, the TCGA RNA-seq and microarray data showed that the expression level of UHRF1 was significantly correlated with SHMT2 expression (Figures S3A and B). We then asked whether the UHRF1 level in human CRC tissues was related to the expression of SHMT2. As shown in Figure 6(a), qPCR analysis of tumor tissues from 20 CRC patients revealed that the level of UHRF1 expression was correlated with increased SHMT2. Additionally, we analyzed the potential correlation between SHMT2 and UHRF1 based on the IHC data. The obtained results showed that CRC tissues with high SHMT2 expression tended to have higher UHRF1 levels, and the protein expression of SHMT2 was closely associated with that of UHRF1 (*P* < 0.001, Figures 6(b) and 6(c)). Similar results were found in xenograft tumors derived from control cells and SHMT2-knockdown cell lines (Figure 6(d)).

Taken together, we concluded that SHMT2 could regulate the cell cycle by targeting UHRF1 in CRC cells, which in turn promoted tumor progression, leading to poor prognosis in CRC patients.

### 2.8. Discussion

The pathogenesis of colorectal cancer remains unclear, and some studies have shown that colorectal cancer may develop in patients with distinct intestinal diseases such as inflammatory bowel diseases, microscopic colitis, and irritable bowel syndrome [24]. The prevention of precursor lesions' (adenomatous polyps, crypt foci) formation seems to be an effective strategy to provide early prevention of colon carcinogenesis, as recently reported [25, 26].

Over recent years, one-carbon metabolism has emerged as a key metabolic node in rapidly proliferating cancer cells [15]. The alteration of physiological processes in cancer cells by differential one-carbon pathway usage may highlight new opportunities for selective therapeutic intervention [27]. Many one-carbon metabolic enzymes have been reported to be highly expressed in cancer cells and tumor samples. SHMT, a well-known enzyme responsible for intracellular serine and glycine interconversion, has two family members: SHMT1 and SHMT2. Previous studies have demonstrated that the expression of mitochondrial SHMT2, but not cytosolic SHMT1, is upregulated in multiple cancer microarray datasets [9, 14].

Our previous study analyzed the mRNA expression profile using microarray in 8 CRC tissues and adjacent normal mucosa, identifying 2916 differentially expressed genes in CRC tissues. Consistent with the present research, SHMT2 mRNA expression was found to be upregulated in CRC by microarray assay [23]. Moreover, in our present study, we revealed that the expression of SHMT2 was significantly higher in CRC tissues compared with adjacent noncancerous tissues at mRNA and protein levels.

Overexpression of SHMT2 was associated with more advanced clinical and pathological characteristics such as advanced TNM stage and lymph node metastasis. Univariate and multivariate Cox regression hazard analyses showed that SHMT2 might be applied as a valuable biomarker for predicting the prognosis in CRC patients. These findings prompted us to study the molecular mechanisms of SHMT2 in CRC. We demonstrated a positive role for SHMT2 in regulating CRC cell proliferation, both *in vivo* and *in vitro*, thus suggesting that SHMT2 is a key factor that controls CRC cell growth. However, unlike other studies, our results revealed that SHMT2 had no effect on the invasion and metastasis of CRC cells [28].

UHRF1 is a recognized oncogene, which is highly expressed in many tumors, including ovarian cancer, breast cancer, gastric cancer, and colorectal cancer [29–31]. Previous studies show that the expression level of UHRF1 can predict the therapeutic effect of tumors and evaluate the risk of recurrence [32]. The expression level of UHRF1 was significantly increased in tumor cells, and the protein level of UHRF1 was generally increased at each stage of the cell cycle [33]. Inhibition of UHRF1 expression can induce G0/G1 phase arrest or G2/M phase arrest of the CRC cell cycle, thus affecting the proliferation of tumor cells. Our study found that SHMT2 regulates the proliferation of colon cancer through G1/S phase arrest. Combined with the function of UHRF1 and our sequencing data, we infer that UHRF1 may be the key downstream gene of SHMT2. Indeed, our results showed that SHMT2 regulates the proliferation of CRC through UHRF1 *in vivo* and *in vitro*.

In conclusion, a high level of SHMT2 mRNA and protein expression in CRC patients was associated with impaired overall survival. The *in vitro* and *in vivo* knockdown of SHMT2 induced cell cycle arrest. UHRF1 is a novel downstream gene of SHMT2; however, the molecular mechanism of SHMT2 regulating UHRF1 needs further study. The results of the present study provide novel insights into the biology of CRC cells and suggest that SHMT2 may be a potential target for tumor therapy.

## 3. Materials and Methods

### 3.1. Human CRC Tissue Specimens

All human CRC and paired normal samples were collected in the Department of Colorectal Surgery, Xinhua Hospital, Shanghai Jiao Tong University School of Medicine. The approval of the institutional review board and informed consent were obtained for the collections. Two hundred and one CRC specimens were used to prepare tissue arrays and were analyzed by immunohistochemistry.

### 3.2. Cell Lines and Cell Culture

All cell lines were purchased commercially from ATCC. Colorectal cancer cell lines HT-29, RKO, SW480, SW620, LoVo, and HCT116 were cultured in Dulbecco's modified Eagle medium (DMEM) supplemented with 10% fetal bovine serum and penicillin/streptomycin (100 unit/mL/100 *μ*g/mL) at 37°C in a 5% CO_2_ atmosphere.

### 3.3. RNA Isolation and Real-Time Quantitative PCR (RT-qPCR)

Experiments were performed as previously described [34]. GAPDH served as an internal control. The primers used in this study are listed in Table S1.

### 3.4. Immunohistochemistry

Experiments were performed as previously described [31, 35]. SHMT2 staining in the tumor and normal tissues was scored according to the following standards: staining intensity was classified as 0 (lack of staining), 1 (mild staining), 2 (moderate staining), or 3 (strong staining); the percentage of staining was designated as 1 (>25%), 2 (25–50%), 3 (51–75%) or 4 (>75%). For each section, the semiquantitative score was calculated by multiplying these two values, which ranged from 0 to 12. The staining was considered as positive when the score was ≥6. Two histopathologists were blindly assigned to review the slides and score the staining. UHRF1 and Ki-67 staining were evaluated according to the intensity of UHRF1 and Ki-67 nuclear staining, which were graded using a semiquantitative score (0, negative; 1, weak; 2, moderate; and 3, strong). The staining was considered as positive when the score was ≥1.

### 3.5. Immunoblotting

Proteins were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis and transferred onto nitrocellulose membranes. The membranes were blocked with 5% nonfat milk in PBS buffer for 1 h at room temperature, before being targeted with the first antibodies. The antibodies used in this study are listed in Table S1. Membranes were incubated with their corresponding horseradish peroxidase-conjugated secondary antibodies (1 : 1000; Beyotime, China), and the antibody-bound proteins were visualized by chemiluminescence (Millipore, USA).

### 3.6. RNA Interference

For doxycycline (DOX) inducible shRNA-mediated knockdown of *SHMT2*, a set of single-stranded oligonucleotides encoding the *SHMT2* target shRNA and its complement were synthesized (sense, 5′-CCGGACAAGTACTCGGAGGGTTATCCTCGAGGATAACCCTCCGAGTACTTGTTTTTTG-3′). 

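The 21 bases of the hairpin that match the mRNA are ACAAGTACTCGGAGGGTTATC. In GENCODE 29 on GRCh38 they lie on chromosome 12 from 57231530 to 57231550, on the plus strand. This is in exon 3 of the 12 exons of the SHMT2 transcript ENST00000328923.7, at transcript positions 733 to 753. The coding sequence spans positions 453 to 1964, so the target is coding and not in a UTR. The strand complementary to the target, which acts as the guide, is GATAACCCTCCGAGTACTTGT. No other annotated gene has a transcript with the full target or its reverse complement (0 genes for each). Bases 2 to 8 of the guide, its seed, pair with the 7-base site GGGTTAT. This site occurs in the 3′ UTR of 838 of 12703 tested genes other than SHMT2 (6.60%), and in 0 of the 7 annotated 3′ UTRs of UHRF1.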

The oligonucleotide sense and antisense pair were annealed and inserted into TET-ON pLKO. The vector was cloned into the TET-ON pLKO lentiviral expression system. Cells stably expressing DOX-inducible shRNA were cultured in a medium containing puromycin (1 *μ*g/mL). Gene knockdown was induced by incubating cells with 500 ng/mL DOX for 48 h.

### 3.7. Cell Proliferation

Cell growth was assessed using a CCK8 assay kit (DOJINDO, Japan). Briefly, 2000 cells/well were seeded in a 96-well plate and incubated for 24 h at 37°C in a humidified incubator (5% CO_2_). CCK8 solution (10 *μ*L) was then added to each well of the plate and incubated for 1 h in the incubator. The absorbance was measured at 450 nm using a microplate reader. The experiment was performed in triplicate.

### 3.8. Cell Cycle Analysis

Cells were harvested and treated with 70% ice-cold ethanol overnight. The cells were treated with propidium iodide (PI; 20 *μ*g/mL) for 30 min at 4°C in the dark. The DNA content was analyzed by flow cytometry (Beckman Coulter).

### 3.9. Xenograft Tumor Formation

Nude mice (4–6 weeks old, male), weighing 20–25 g, were used as an in vivo mouse model. All mouse procedures were approved by the animal care and use committee of Xinhua Hospital. All animals were housed in an environment with a temperature of 22 ± 1°C, relative humidity of 50 ± 1%, and a light/dark cycle of 12/12 hr. All animal studies (including the mouse euthanasia procedure) were done in compliance with Xinhua Hospital institutional animal care regulations and guidelines and conducted according to the AAALAC and the IACUC guidelines. For xenograft tumors, 1 × 10^6^ cells were orthotopically injected into the armpit fat pad of nude mice. Tumor growth was measured 10 days later by determining the weight of the tumor.

### 3.10. Microarray

Gene expression profiles were analyzed and compared using an Agilent SurePrint G3 Human Gene Expression 8×60K Microarray and associated software. The data have been deposited in GEO (GSE190234).

### 3.11. Statistical Analysis

All *in vitro* experiments were performed at least three times. Spearman's rank-order correlation coefficient, the Kruskal-Wallis test, and the Mann-Whitney *U* test were performed to evaluate clinicopathological and molecular parameters. The Kaplan-Meier method was used to estimate overall survival. For each comparison, Bonferroni-adjusted alpha level was used to determine statistical significance. The results are expressed as the mean ± s.d. All statistical analyses were two-sided; ^*∗*^*P* < 0.05, ^*∗∗*^*P* < 0.01, and ^*∗∗∗*^*P* < 0.001 were considered as statistically significant.

## Figures and Tables

**Figure 1:**
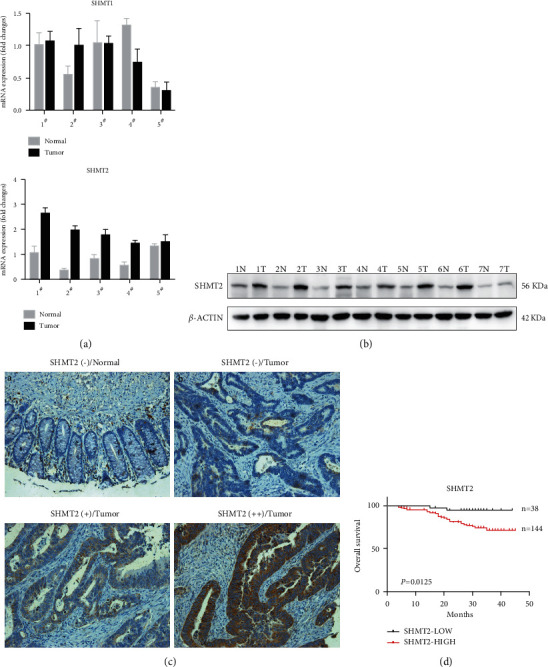
SHMT2 is highly expressed in tumor tissues from CRC patients and associated with poor prognosis and metastasis in CRC patients. (a) QPCR detection of SHMT1 and SHMT2 expression in 5 CRC tumor tissue samples and corresponding normal mucosa. *P* < 0.0001. (b) WB detection of SHMT2 expression in 7 CRC tumor tissue samples and corresponding normal mucosa. (c) Immunohistochemical analysis of SHMT2 in CRC and normal mucosa tissue samples. Representative images of (A) negative SHMT2 expression of normal mucosa tissue, (B) negative expression of SHMT2 in CRC cells, (C) moderate positive expression of SHMT2 in CRC cells, and (D) strongly positive expression of SHMT2 in CRC cells. Magnification, 100x. (d) SHMT2 expression-stratified Kaplan-Meier plots for overall survival in CRC patients. Statistical significance was determined by a log-rank test. *P*=0.0125, *n* = 182. SHMT1: serine hydroxymethyltransferase 1 (soluble); SHMT2: serine hydroxymethyltransferase 2 (mitochondrial); CRC: colorectal cancer; QPCR: quantitative-polymerase chain reaction; WB: western blotting.

**Figure 2:**
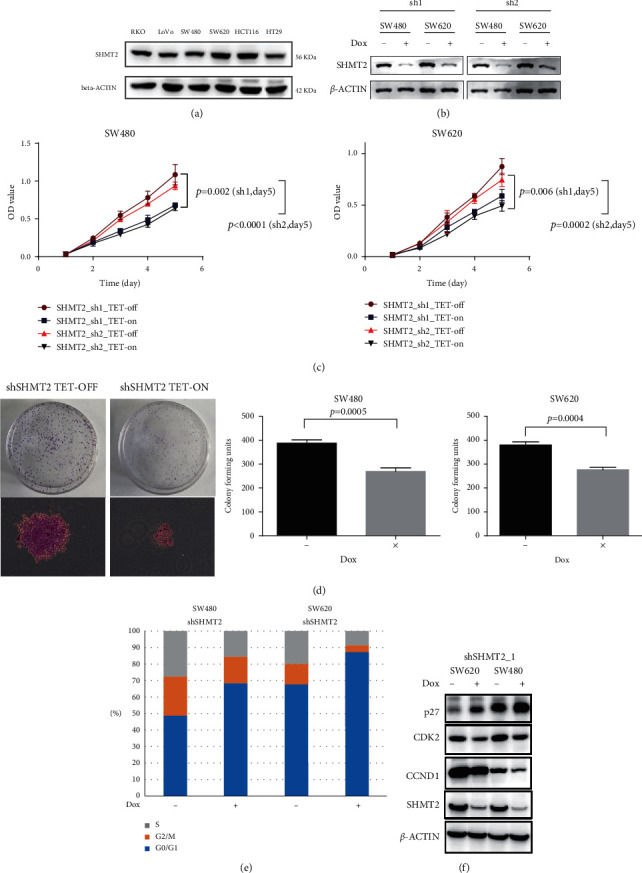
SHMT2 knockdown impaired CRC cell proliferation by blocking G1/S transition. (a) WB analysis of SHMT2 protein levels in 6 CRC cell lines. ACTB was used as control. (b) WB analysis of SHMT2 expression level in SW480 and SW620 cells transduced with 2 shRNA of SHMT2 TET-ON virus in the absence and presence of doxycycline. (c) The proliferation of shSHMT2 TET-ON SW480 and SW620 cells in the absence and presence of doxycycline was analyzed by a CCK-8 assay. The cell numbers were analyzed every day for 5 days. (d) Representative colony-forming assay showing the effects of SHMT2 expression of SW480 and SW620 on the clonogenicity. (e) The percentage of cells in each phase was determined by flow cytometric analysis. (f) WB analysis of cell cycle-related genes after SHMT2 knockdown. SHMT2: serine hydroxymethyltransferase 2 (mitochondrial); CRC: colorectal cancer; sh: short hairpin RNA.

**Figure 3:**
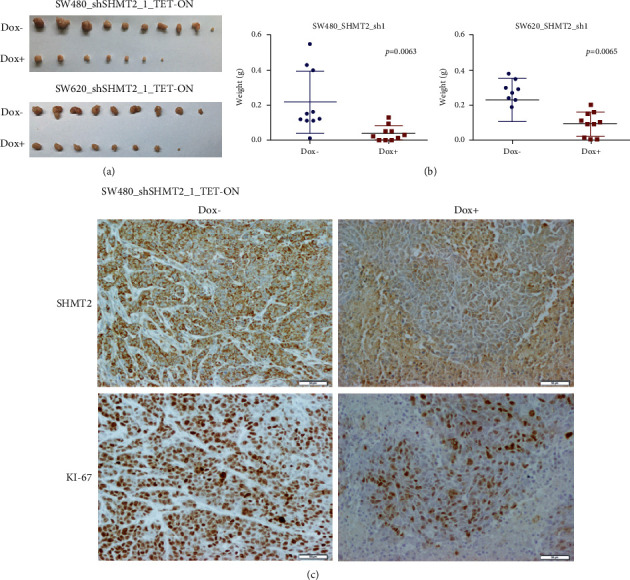
SHMT2 knockdown impairs the growth of tumor xenografts *in vivo.* SW480 and SW620 cells were inoculated into mice to establish a tumor model, as indicated in “Materials and Methods.” Mice bearing tumors were randomly placed into two groups (5 mice/group, both sides of armpit) and were treated daily with normal water (control) or water with doxycycline (DOX; treatment group) for 10 days. (a) The in vivo tumors that developed after 10 days of treatment are shown in the images. (b) The tumor weights of the mice after treatment. (c) Immunohistochemical analysis of SHMT2 and Ki-67 in vivo tumors. Scale bar: 50 *μ*m.

**Figure 4:**
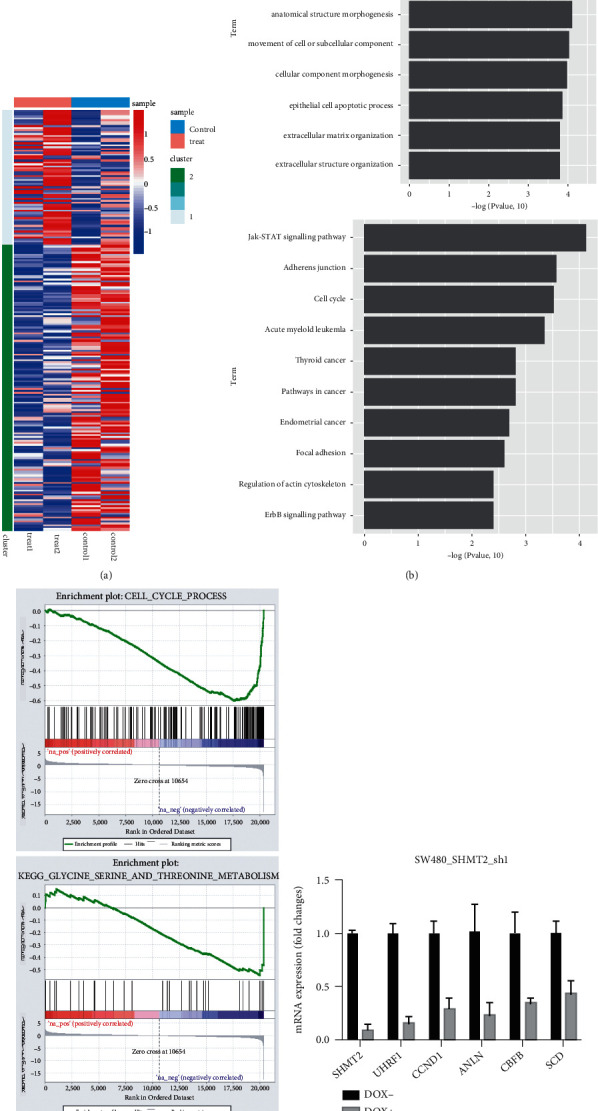
SHMT2 regulates a cell adhesion and cell cycle transcriptional program in CRC cells. (a) Gene expression profile of SHMT2-knockdown SW480 and SW620 cells. (b) Gene ontology analysis and KEGG pathway analysis. (c) Gene set enrichment analysis showed the transcript level of mostly changed gene. (d) The transcript levels of UHRF1, CCND1, ANLN, CBFB, SCD, and HMGA2.

**Figure 5:**
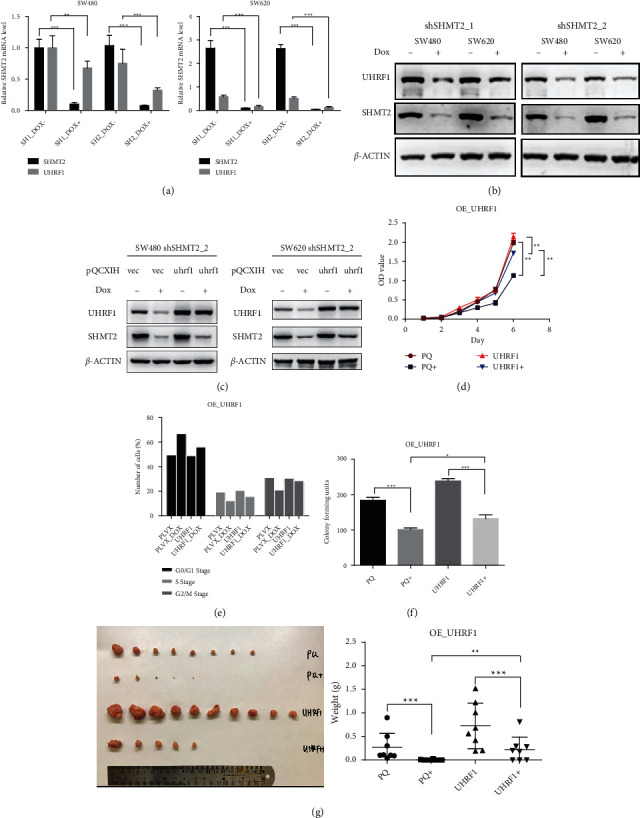
SHMT2 regulates CRC cell progression *in vivo* and *in vitro* by targeting UHRF1. (a) Real-time PCR analysis of SHMT2 and UHRF1 expression levels in SW480 and SW620 cells transduced with shSHMT2 TET-ON virus. Beta-actin was used as a loading control. (b) Representative western blot image of SHMT2 and UHRF1 protein level in the shSHMT2 TET-ON SW480 and SW620 cells. Beta-actin was used as a loading control. (c) WB analysis of SHMT2 and UHRF1 expression level in SW480 and SW620 cells transduced with a retrovirus expressing UHRF1. (d) The proliferation of shSHMT2 TET-ON and UHRF1 overexpressed SW480 cells in the absence and presence of doxycycline was analyzed by a CCK8 assay. The cell numbers were analyzed every day for 6 days. (e) The percentage of cells in each phase was determined by flow cytometric analysis. (f) Representative colony-forming assay showing the effects of shSHMT2 TET-ON and UHRF1 overexpressed SW480 on the clonogenicity. (g) The in vivo tumors that developed after 10 days of treatment are shown in the images, as well as the tumor weights of the mice after treatment. SHMT2: serine hydroxymethyltransferase 2 (mitochondrial); CRC: colorectal cancer; sh: short hairpin RNA; UHR1: ubiquitin-like with PHD and ring finger domains 1. ^*∗*^*P* < 0.05, ^*∗∗*^*P* < 0.01, ^*∗∗∗*^*P* < 0.001, and ^*∗∗∗∗*^*P* < 0.0001.

**Figure 6:**
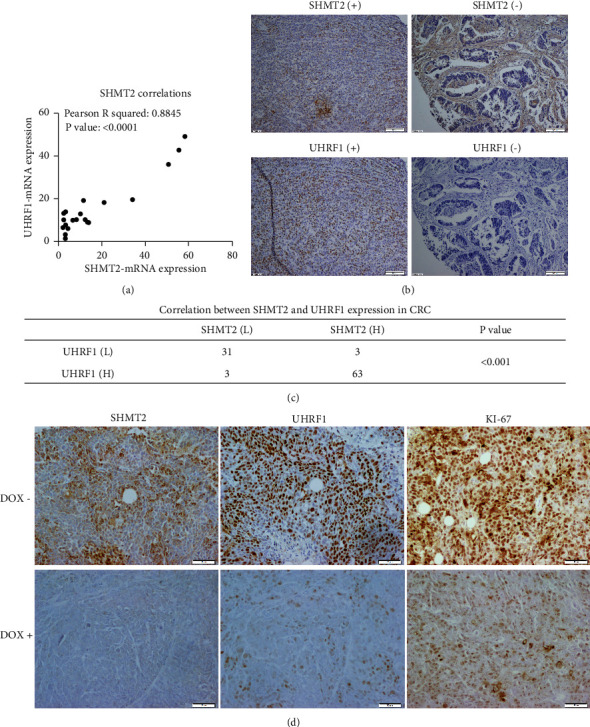
Relevance of SHMT2 induced UHRF1 expression in clinic and *in vivo.* (a) Real-time PCR performed in 20 CRC tissues revealed that the level of UHRF1 expression was correlated with increased SHMT2. (b) Immunohistochemical analysis of SHMT2 and UHRF1 in the same CRC tissue samples. Magnification, 100x. (c) Correlation between SHMT2 and UHRF1 expressions in CRC. (d) Immunohistochemical analysis of SHMT2, UHRF1, and Ki-67 in vivo tumors. Scale bar: 50 *μ*m.

**Table 1:** Correlation of SHMT2 staining with CRC patients' pathological and clinical features.

Variables	SHMT2 staining			*P* values
	All cases (*n* = 201)	Negative (*n* = 37)	Positive (*n* = 164)	
Age (yr)^d^				0.360^a^
≤63	95	20 (21.1%)	75 (78.9%)	
>63	106	17 (16.0%)	89 (84.0%)	
Gender				0.509^a^
Male	133	19 (16.8%)	94 (83.2%)	
Female	88	18 (20.5%)	70 (79.5%)	
TNM staging				**<0.022** ^c^
I	17	7 (41.2%)	10 (58.8%)	
II	76	17 (22.4%)	59 (77.6%)	
III	84	10 (11.9%)	74 (88.1%)	
IV	24	3 (12.5%)	21 (87.5%)	
Lymph node metastasis				
N_0_	96	24 (25.0%)	72 (75.0%)	**0.021** ^a^
N_1+2_	105	13 (12.4%)	92 (87.6%)	
Distal metastasis				0.426
M_0_	177	34 (19.2%)	143 (80.8%)	
M_1_	24	3 (12.5%)	21 (87.5%)	

^a^Mann-Whitney *U* test, ^b^Kruskal-Wallis, and ^c^Spearman. ^d^Median age at operation. ^e^Proximal colon tumors are those arising in the cecum, ascending colon, hepatic flexure, or transverse colon; distal colon tumors are those arising in the splenic flexure, descending colon, or sigmoid colon; and rectal tumors are those arising in the rectosigmoid or rectum. CEA, carcinoembryonic antigen; CA242, carbohydrate antigen 242. p < 0.05 is considered as statistically significant.

**Table 2:** Univariate and multivariable analyses for SHMT2 in OS in CRC patients.

	OS		
	HR (95% CI)	*P*	*n* (events)
Univariate			
SHMT2 negative	1		37 (2)
SHMT2 positive	5.217 (1.26–21.61)	0.023	164 (39)
Multivariable			
SHMT2 positive	4.440 (1.07–18.41)	0.040	
T stage			
T_3+4_ versus T_1+2_	1.731 (0.98–3.07)	0.061	
M stage			
M_1_ versus M_0_	1.082 (0.47–2.49)	0.853	
N stage			
N_1+2_ versus N_0_	1.564 (1.01–2.43)	0.047	

*Note.* Multivariable analysis adjusted for age, gender, T stages, N stages, and M stages.

## Data Availability

(1) The qPCR, IHC, WB, cell proliferation, cell cycle analysis, and xenograft tumor formation data used to support the findings of this study are included within the article and the Supplementary Materials. (2) The primer and antibody information data used to support the findings of this study are included within the Supplementary Materials. (3) The RNA-seq data used to support the findings of this study have been deposited in GEO (GSE190234).

# Supplementary material for: SHMT2 Drives the Progression of Colorectal Cancer by Regulating UHRF1 Expression
**Source:** Can J Gastroenterol Hepatol. 2022 Feb 15;2022:3758697. doi: 10.1155/2022/3758697
**Supplement:** Supplementary Materials — Figure S1. (A): n our previous microarray analyses, SHMT1 and SHMT2 gene expression between eight pairs of CRC and adjacent normal tissues. (B) Expressions of SHMT1 and SHMT2 in colon cancer and rectal cancer in TCGA Database (https://gepia.cancer-pku.cn). (C) WB analysis of SHMT2 expression level in HCT116 cells transduced with 2 shRNA of SHMT2 TET-ON virus in the absence and presence of doxycycline. TCGA: The Cancer Genome Atlas. Figure S2. (A) The proliferation of shSHMT2 TET-ON HCT116 cell in the absence and presence of doxycycline was analyzed by a CCK8 assay. The cell numbers were analyzed every day for 5 days. (B) The proliferation of shSHMT2 TET-ON and UHRF1 overexpressed SW620 cells in the absence and presence of doxycycline was analyzed by a CCK8 assay. The cell numbers were analyzed every day for 6 days. (C) The percentage of cells in each phase was determined by flow cytometric analysis. (D) Representative colony-forming assay showing the effects of shSHMT2 TET-ON and UHRF1 overexpressed SW620 on the clonogenicity. SHMT2: serine hydroxymethyltransferase 2 (mitochondrial); CRC: colorectal cancer; sh: short hairpin RNA; UHR1: ubiquitin-like with PHD and ring finger domains 1. ∗P < 0.05, ∗∗P < 0.01, ∗∗∗P < 0.001, and ∗∗∗∗P < 0.0001. Figure S3. (A) TCGA RNA-seq and (B) microarray data showed the expression levels of UHRF1 and SHMT2. Table S1. The antibodies and primers used in this paper. Table S2. The 149 downregulated genes and 70 upregulated genes in microarray analyses.

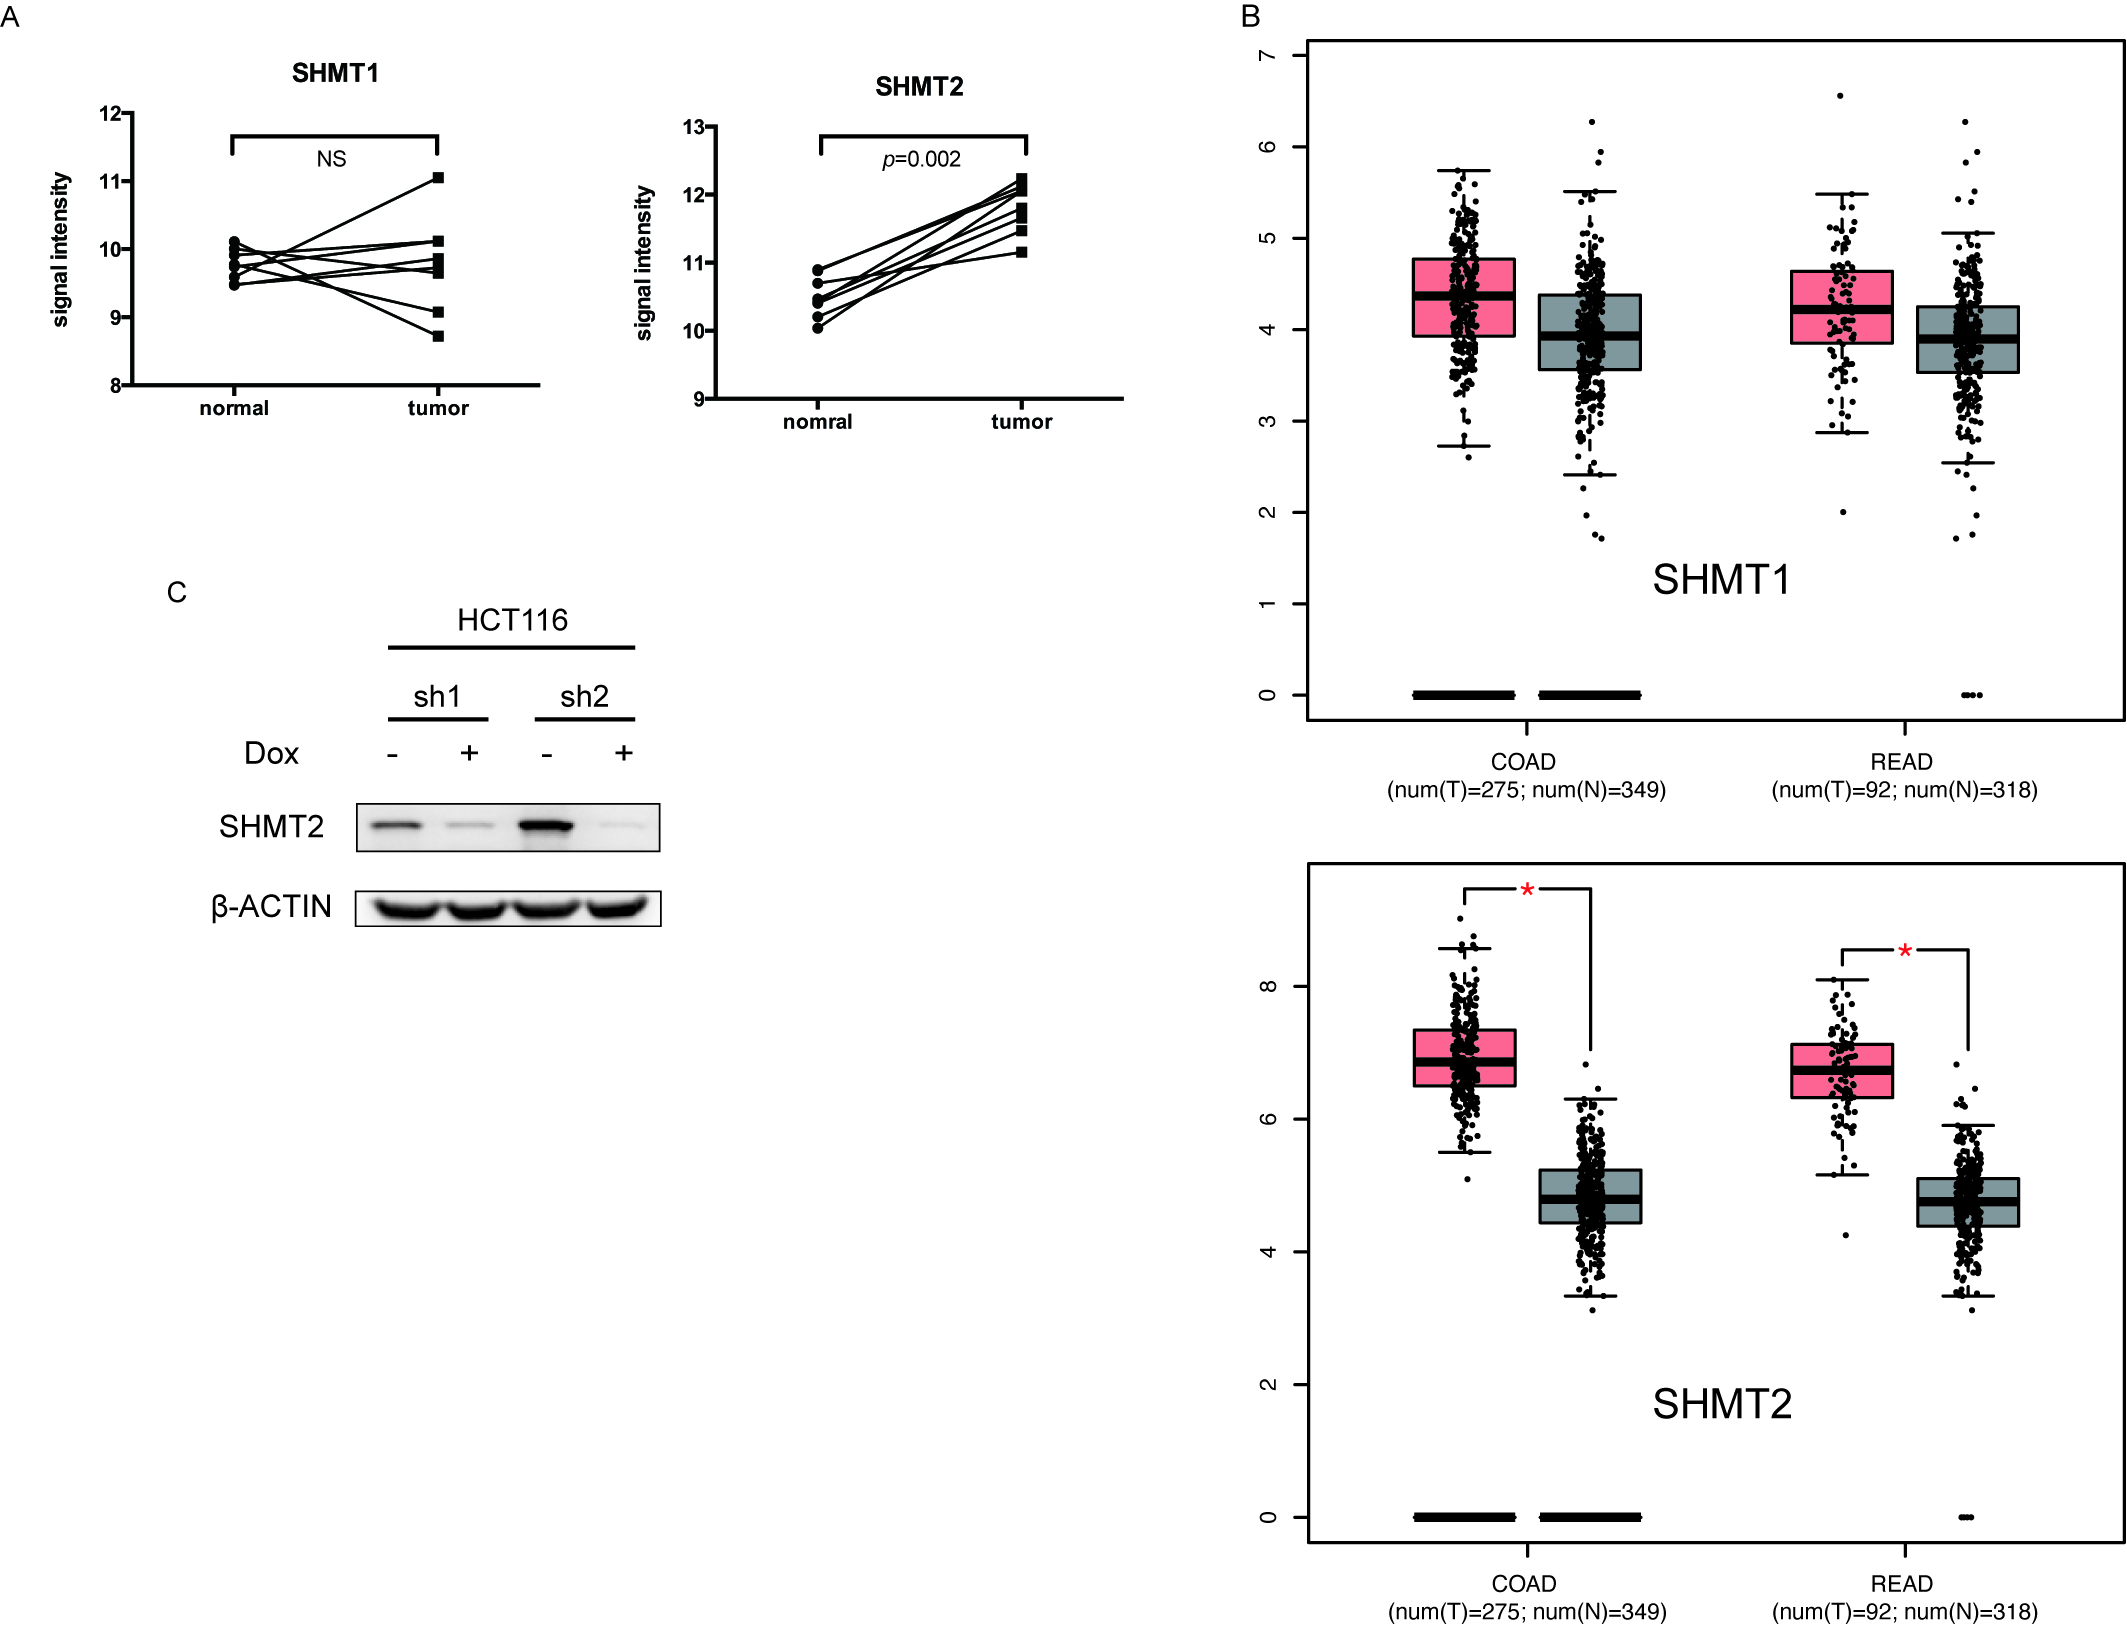

Fig. S1 (A) In our previous microarray analyses, SHMT1 and SHMT2 gene expression between eight pairs of CRC and adjacent normal tissues. (B) Expression of SHMT1 and SHMT2 in Colon Cancer and Rectal Cancer in TCGA Database (<http://gepia.cancer-pku.cn>). (C) WB analysis of SHMT2 expression level in HCT116 cells transduced with 2 shRNA of SHMT2 TET-ON virus in the absence and presence of doxycycline. TCGA: The Cancer Genome Atlas;

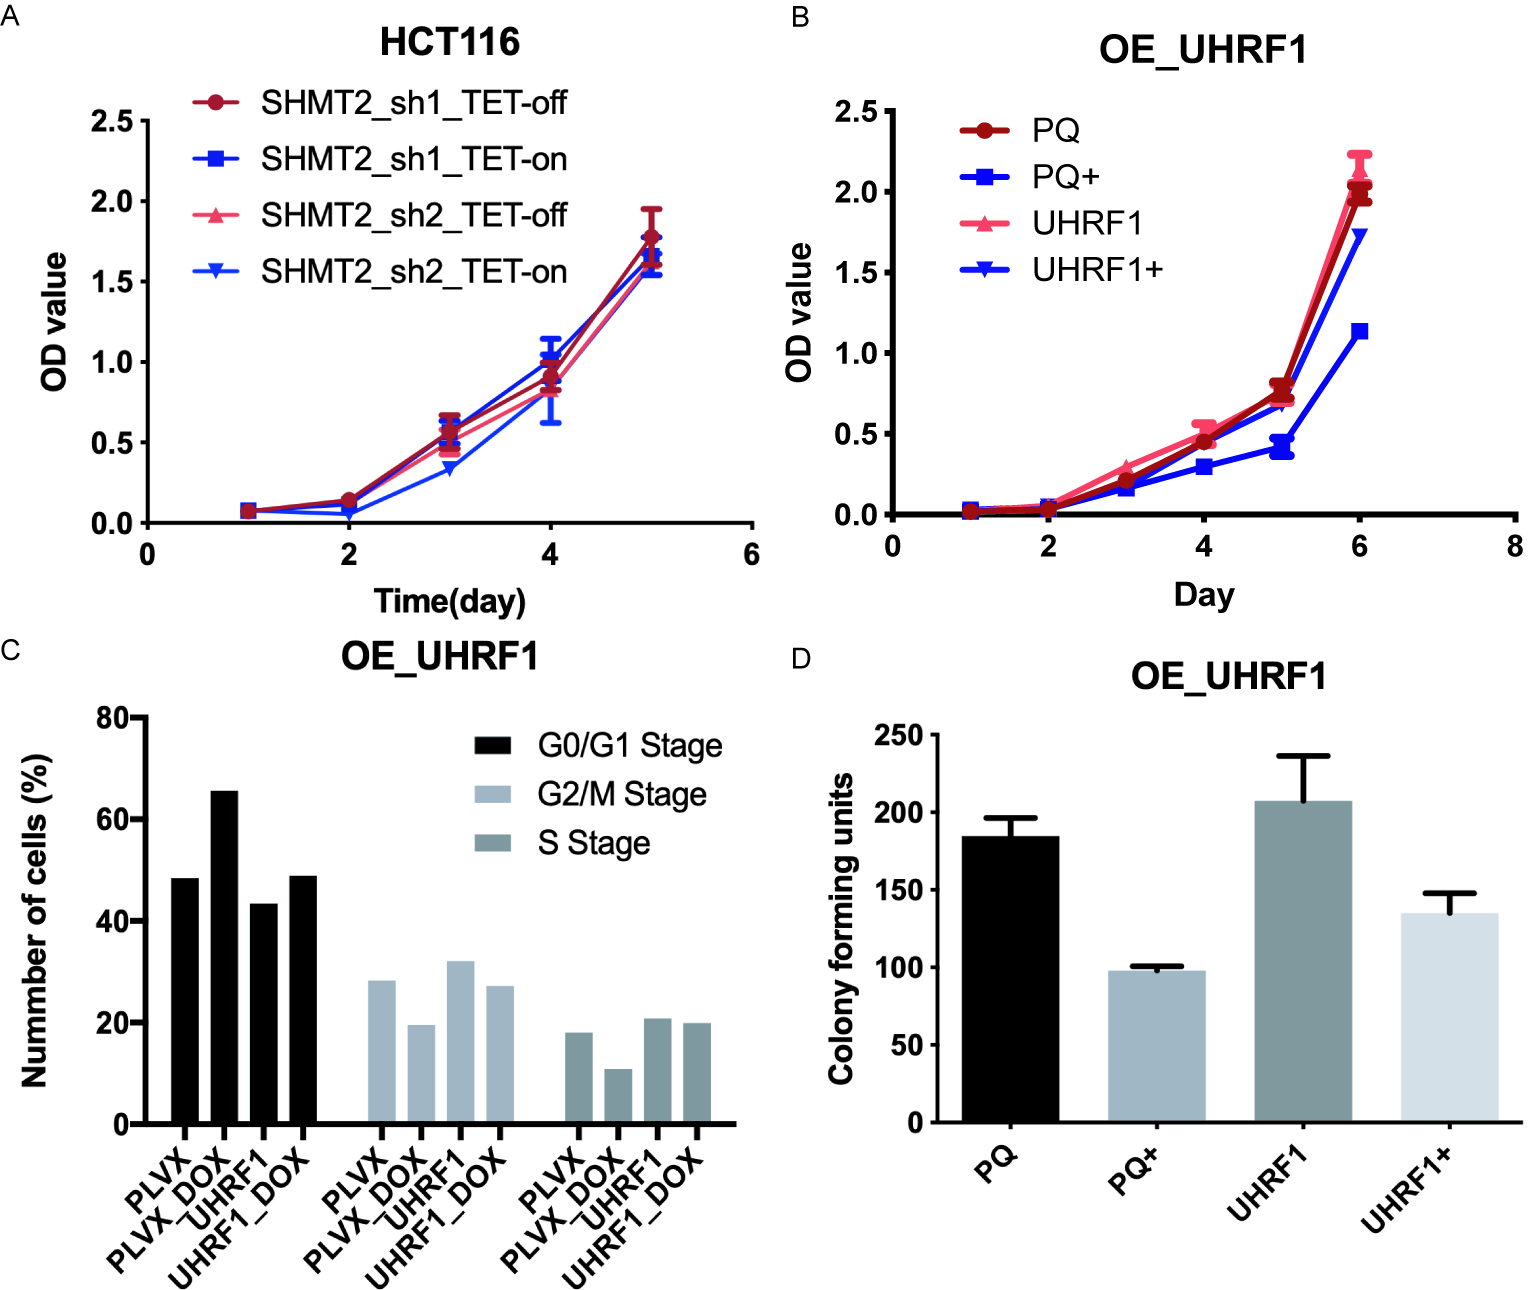

Fig. S2 (A) The proliferation of shSHMT2 TET-ON HCT116 cell in the absence and presence of doxycycline was analyzed by a CCK-8 assay. The cell numbers were analyzed every day for 5 days. (B) The proliferation of shSHMT2 TET-ON and UHRF1 over-expressed sw620 cells in the absence and presence of doxycycline was analyzed by a CCK-8 assay. The cell numbers were analyzed every day for 6 days. (C) The percentage of cells in each phase was determined by flow cytometric analysis. (D) Representative colony-forming assay showing the effects of shSHMT2 TET-ON and UHRF1 over-expressed sw620 on the clonogenicity. SHMT2: Serine Hydroxymethyltransferase 2 (Mitochondrial); CRC: colorectal cancer; sh: short hairpin RNA; UHR1: ubiquitin like with PHD and ring finger domains 1. **P*<0.05, ***P*<0.01, ****P*<0.001, *****P*<0.0001.

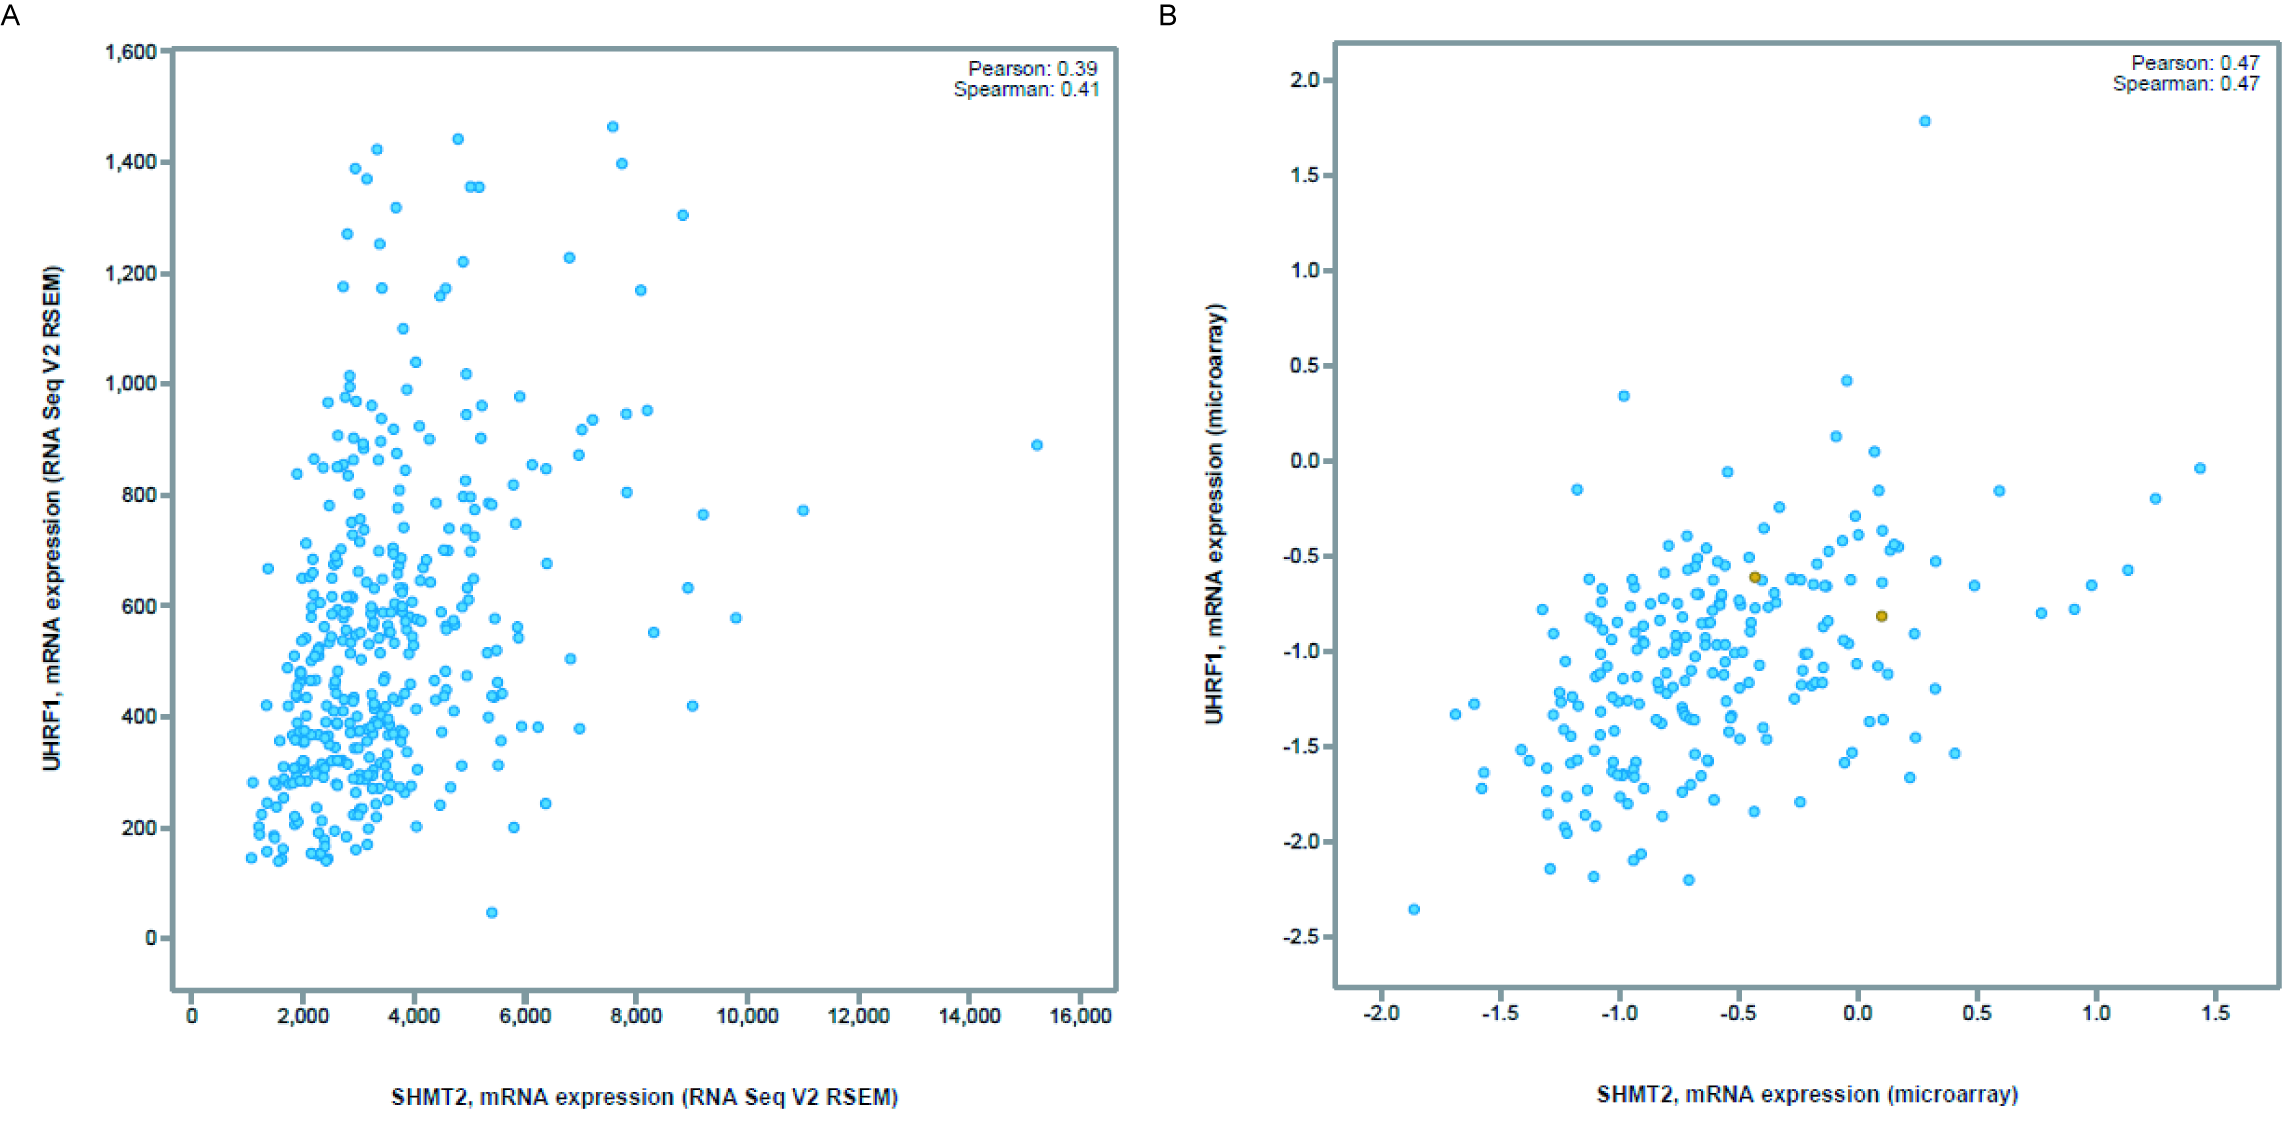

Fig. S3

(A) TCGA RNA-seq and (B) microarray data showed that the expression level of UHRF1 and SHMT2 expression.

| **Antibodies used in this paper** |  |  |  |  |
| --- | --- | --- | --- | --- |
| SHMT2 | Santa Cruz | cat:#sc-390641 | WB and IHC | 1:1000 and 1:200 |
| UHRF1 | ABcam | cat:#ab213223 | WB and IHC | 1:1000 and 1:200 |
| p27 | ABcam | cat:#ab32034 | WB | 1:1000 |
| CCND1 | ABcam | cat:#ab16663 | WB | 1:1000 |
| CDK-2 | ABcam | cat:#ab32147 | WB | 1:1000 |
| Ki-67 | ABcam | cat:#ab16667 | IHC | 1:1000 |
| beta-CATENIN | ABcam | cat:#ab32572 | WB | 1:1000 |

Table S1

| **primers used in this paper** | | | |
| --- | --- | --- | --- |
| Gene | Forward | Reverse | purpose |
| SHMT1 | CTGGCACAACCCCTCAAAGA | AGGCAATCAGCTCCAATCCAA | mRNA expression Realtime PCR |
| SHMT2 | CCCTTCTGCAACCTCACGAC | TGAGCTTATAGGGCATAGACTCG | mRNA expression Realtime PCR |
| GAPDH | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCATGG | mRNA expression Realtime PCR |
| UHRF1 | GCCATACCCTCTTCGACTACG | GCCCCAATTCCGTCTCATCC | mRNA expression Realtime PCR |
| ANLN | TGCCAGGCGAGAGAATCTTC | CGCTTAGCATGAGTCATAGACCT | mRNA expression Realtime PCR |
| CBFB | AGAAGCAAGTTCGAGAACGAG | CCTGAAGCCCGTGTACTTAATCT | mRNA expression Realtime PCR |
| SCD | TCTAGCTCCTATACCACCACCA | TCGTCTCCAACTTATCTCCTCC | mRNA expression Realtime PCR |
| HMGA2 | ACCCAGGGGAAGACCCAAA | CCTCTTGGCCGTTTTTCTCCA | mRNA expression Realtime PCR |

Table S2

| GENE UP | | | |
| --- | --- | --- | --- |
| NTSR1 | COL6A1 | MIAT | TPRG1L |
| CRABP2 | ARHGAP18 | ID1 | MALL |
| GSN | CELSR1 | LINC00704 | EMP3 |
| DPY19L1 | BNIP3L | MAGT1 | ASIC1 |
| JAG1 | CELSR3 | FAT1 | TNFAIP2 |
| AHNAK2 | SESN3 | SLC29A4 | TNFRSF21 |
| SCG2 | MT1E | ABCG1 | LINC00963 |
| USP46 | CDH1 | ID3 | IGF2BP3 |
| SYT1 | MXD4 | SORL1 | CACNA1H |
| ADAMTS14 | DICER1 | GRB10 | CD44 |
| RCN1 | GPCPD1 | TMEM63C |  |
| DCBLD2 | PLCB1 | MEGF8 |  |
| LIMK1 | TRIB1 | ETV1 |  |
| COL18A1 | MDK | PARP9 |  |
| ABCA1 | ARID5B | KDM5B |  |
| ITGA5 | ADAM9 | NEBL |  |
| HID1 | PHGDH | STEAP2 |  |
| SLC11A2 | ABCC2 | CASP7 |  |
| GPR15 | GNS | ELFN2 |  |
| FNDC3A | CPOX | SIAE |  |

| DOWN | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
| CERS6-AS1 | ZRANB1 | TK1 | CDCA5 | FAM178A | CFAP20 | PCYT2 | LASP1 |
| PAFAH1B2 | ELL2 | UBE2S | GTF2F2 | AIF1L | MELK | ACAT2 | MYH7B |
| NAA50 | FANCI | CDK2 | UNG | MCM10 | ACBD7 | CCNB2 | EZR |
| PRPF8 | LMNB1 | CAMSAP2 | ATAD2 | PTRF | ACTN1 | PLK1 | NUF2 |
| AGPAT6 | RCC1 | STX6 | FAM129B | KIF5B | SAR1A | MDM2 | PPAP2B |
| PTRHD1 | ERLIN2 | MIR3918 | CTDSPL | MVD | APEX1 | PRKCDBP | ARFIP1 |
| TUBB4B | SIKE1 | PCNA | GDI1 | LANCL1 | COL12A1 | ARPIN | ARHGEF1 |
| HN1L | ZFP91 | UBE2C | SPAG9 | UCA1 | LARP4B | BAZ1B | THRIL |
| FAM166A | HMGCS1 | FSTL3 | AK3 | KIF18B | MCM5 | FN1 | FADS1 |
| IDI1 | TPD52L2 | ALKBH5 | CDC6 | SQLE | PANK2 | IDI2-AS1 |  |
| SDC1 | MAP4K5 | EBP | MBNL1 | YBX2 | MCM6 | KRT18 |  |
| FAM210A | CDC123 | SRP19 | MGAT4B | DNA2 | FNBP1L | FAM83G |  |
| HIPK3 | TERF1 | WDR76 | PBK | LOXL3 | SERTAD2 | CLOCK |  |
| PRKAR1A | OGDH | B4GALT4 | ROCK1 | STARD4 | C6orf89 | CHDH |  |
| CNOT6 | CDC20 | EHD4 | DHCR24 | FRMD8 | DNAJB4 | TYMS |  |
| CHMP2B | LARP4 | FAM46B | RFWD3 | PRC1 | CDCP1 | LSS |  |
| VPS35 | RPS6KB1 | DDB2 | ANKRD36BP1 | WDR82 | TMEM201 | HMGCR |  |
| FDFT1 | EIF3J | PCNA-AS1 | RASSF6 | BICD2 | KRT8 | ANKRD52 |  |
| DERL1 | ATG12 | APC | ZNF618 | CDK1 | KIF2C | SMTN |  |
| THBS1 | TXNRD1 | MAP1B | IPPK | CEP55 | INCENP | C11orf84 |  |

How the deposited data were processed for this re-analysis (not part of the article)

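RNA of SHMT2-knockdown and control SW480 and SW620 cells was measured by sequencing, in 4 libraries. The authors deposited 1 table of raw read counts per gene symbol, with 26364 rows and no normalization. The labels name Illumina TruSeq RNA libraries, and the aligner, the counting program, the genome build, the annotation and the use of strand are not stated. The sample labels give the cell line and the treatment of each library, and the columns carry the titles of the samples. In 28 rows, spreadsheet software had turned gene symbols into dates; these rows hold 0.217% of all counts and were kept under the names as deposited.

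The totals ranged from 5530129 to 13774288 counts per library, and 99.8% to 99.9% of the counts fell in tested genes. In each library the most abundant gene, EEF1A1, took 1.02% to 1.27% of the counts, and the 10 most abundant genes took 5.10% to 5.60%. With 1 library per cell line and condition, standard errors given for a single line cover counting error only.

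Genes with at least 10 counts in at least 2 libraries were tested, which left 14024. Counts were scaled by TMM and fitted with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood test with terms for the cell line and the treatment. Tests were two-sided, with exceptions among the permutation tests. That of the number of genes with a seed site used the upper tail. That of the enrichment score used only random sets with a score of the same sign. The cell line pairs the libraries, since the knockdown and the control of a pair come from the same line. Across genes, the deviations of the 2 SW480 libraries from the means of their conditions had a Pearson correlation of 0.962. Genes are not independent replicates, and this correlation describes these libraries. Log2 values within a line used a prior count of 2. DESeq2 1.42.0 was the alternative test. Gene lists were tested with camera and fry from limma 3.58.1, and enrichment scores were computed with fgsea 1.28.0.

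The model, the filter, the named genes and the alternatives were fixed before the data were examined, apart from the enrichment score and the adjusted counts under each alternative. The named genes are SHMT2, the genes the paper tests by qPCR or western blot in the knockdown lines, SHMT1, and the 3 largest falls and 3 largest rises at an unadjusted P of 0.05 or less with the same direction in both lines, 14 genes in all. There were 6 gene lists. The S phase and G2/M phase lists are those of the Seurat package. The cell adhesion list, the glycine, serine and threonine metabolism list and the list of ATF4 targets of the amino acid response were written by hand. The sterol biosynthesis list was written by hand after Table S2 had been read. Adjusted p values for lists are over all 6.

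The statistics were tested on simulated counts drawn from the means and totals of these libraries. Each changed gene was simulated with a log2 fold change of 1 in size, so the recovery rates apply to that size only. Of 192 changed genes among 13751 tested, edgeR with the cell line recovered 83.9% at an adjusted p under 0.05, and 7 unchanged genes passed. DESeq2 with the cell line recovered 73.7% and passed 0 unchanged genes, and 0.597% of the unchanged genes had an unadjusted P of 0.05 or less. Without the cell line, edgeR recovered 0% after adjustment and 14.6% at an unadjusted P of 0.05 or less.

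Alternatives were a model without the cell line, no filter on low counts, a filter of 50 counts in 2 libraries, DESeq2's size factors, the DESeq2 Wald test, a limit of 1.5-fold, each cell line left out in turn, lists without the genes of Table S2 or without SHMT2, fry, and camera with an estimated correlation. Gene positions and 3′ UTRs came from GENCODE 29 on GRCh38, which need not be the authors' annotation. Seed sites were searched in the longest annotated 3′ UTR of each gene. Genes with a site were compared with genes without one by 10000 permutations within 20 bins of UTR length. The qPCR, western blot, flow cytometry, xenograft and patient data of the paper were not analysed here.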

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

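The tests of doxycycline, of the difference between the lines and of the counting noise of SHMT1 were chosen after the result was seen. The other tests in this part were set before their result was seen.

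Sterol biosynthesis genes, which the paper does not discuss, were lower in SHMT2-knockdown cells. The median log2 fold change of the 24 genes was -0.44 over both lines, -0.66 in SW480 and -0.24 in SW620. In total, 21 genes were lower in both lines and 11 had an adjusted p under 0.05 (16 adjusted over the list alone). The adjusted p from camera was 4.75e-23. It was 0.371 with fry and 0.448 with an estimated correlation, tests that may have little power with 1 residual degree of freedom. The list was written after Table S2 had been read, and 11 of its genes are in that table. Without them the median of the other 13 was -0.34 (adjusted p = 4.59e-08 from camera), which argues against the choice of genes as the whole cause. With every library thinned to 5530129 counts the median was -0.43. With a trend on GC content and transcript length taken out of each line it was -0.44. These values argue against depth and GC content or length as the whole cause. Of the 24 genes, 1 had a seed site of the printed hairpin's guide, and the members without one had a median of -0.43. This argues against sites within these genes as the whole cause. An effect passed on from another gene with a site was not tested and stays open. Which of the 2 hairpins was sequenced is not stated, and seed sites of the other one were not analysed here. Doxycycline itself cannot be told apart from the knockdown. The paper describes the controls as control shRNA cells without stating whether they received doxycycline, and 0 libraries have labels that state it. Had the controls received it, both arms would share it. Each condition is also a single culture per line, so the state of the cultures stays open. A lower sterol synthesis program after SHMT2 knockdown may be a hypothesis for further work.

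Genes of the amino acid response, targets of ATF4, were higher over both lines. The median log2 fold change of 37 genes was 0.14 (adjusted p = 0.0016 from camera). The adjusted p was 0.667 with fry and 0.63 with an estimated correlation, tests that may have little power here. Over all genes tested, 2 were higher and 0 were lower at an adjusted p under 0.05, and 7 were higher and 2 were lower at an unadjusted P of 0.05 or less. Adjusted over the list alone, 4 were higher and 1 was lower. The list shares 4 genes with that of glycine, serine and threonine metabolism. The median was 0.15 after thinning and 0.14 after the GC content and length correction, which argues against these trends as the whole cause. Doxycycline itself cannot be told apart here either, for the same reason, with 0 libraries whose labels state it.

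Among the 37 amino acid response genes, 16 were higher in both lines and 6 were lower in both. A rise of their median was seen in SW620 only. Their median was -0.04 in SW480 and 0.24 in SW620, a difference of -0.28. No test of the difference between the lines could be made with 1 library per line and condition. The difference lay below that of every random list matched on expression (percentile 0 of 10000 lists), which describes these libraries. It was -0.27 after thinning, which argues against depth as the whole cause. A difference between the cell lines and a difference between cultures stay open, both untested.

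Cell adhesion genes also moved apart, with medians of -0.04 in SW480 and 0.14 in SW620, a difference of -0.18 that was not tested. It lay at percentile 0.04 of the random lists and was -0.14 after thinning. The same explanations stay open.

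Glycine, serine and threonine metabolism genes had medians of 0.02 in SW480 and -0.05 in SW620. Their difference of 0.0691, which was not tested, lay at percentile 80.1 of the random lists, so a list of any genes of like expression gives as much.

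SHMT1, the cytosolic isozyme, had log2 fold changes of 0.02 in SW480 and -0.14 in SW620. The difference of 0.16 was not tested across replicates. Its standard error from counts was 0.134, so counting noise alone may give a difference of this size.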

How the results depend on the processing

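The fall of SHMT2 and UHRF1 kept its direction and its unadjusted P of 0.05 or less in the model with or without the cell line, under both filters, both scalings and both tests. The log2 fold change of UHRF1 ranged from -1.77 to -1.75 in these fits, and from -1.78 to -1.72 across the values that each left out one cell line. That of SHMT2 ranged from -3.62 to -3.51, and from -3.85 to -3.15. The shares of Table S2 genes with the listed direction in both lines stayed between 98.5% and 100%.

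The counts of genes depended on the model. Without the cell line, in the fit with no replicate block, 17 genes were lower and 1 higher at an unadjusted P of 0.05 or less, and 0 lower and 0 higher after adjustment. In the simulated data the same fit recovered 0% of the changed genes after adjustment. With the DESeq2 Wald test the numbers were 178 and 63, and 21 and 5 after adjustment, and all 26 of the adjusted calls were among the 233 of edgeR. With the stricter filter, 54 and 15 genes passed after adjustment, and all 69 were among the 233. A limit of 1.5-fold left 158 lower and 147 higher. No count was made with a cell line left out, since 1 library per condition gives no test. The pseudocount alternative applies to normalized values and was not run.

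The rank of UHRF1 by its fall was 2 with DESeq2's size factors, with the stricter filter and without the cell line. It was 12 with the DESeq2 Wald test, where the cause was not tested. Without a filter it was 1263, since genes with very few counts then have large fitted falls. It went from 5 to 16 across the values that each left out one cell line.

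The medians of the S phase, G2/M phase and sterol biosynthesis lists stayed negative in every fit and in both lines. Under fry and under camera with estimated correlation, the medians are by construction those of the main model (-0.296, -0.223 and -0.438, and 0.069 for cell adhesion and 0.136 for the amino acid response), and none of these 5 calls passed an adjusted p of 0.05. The smallest adjusted p of any list was 0.253 with fry and 0.392 with the estimated correlation. With 1 residual degree of freedom these tests may have little power, and whether any list could pass them was not tested. These values therefore leave open whether the calls hold without the preset correlation. Sterol biosynthesis had a median of -0.24 without SW480 and -0.66 without SW620. The cell adhesion call was also lost without the cell line in the model (median 0.042) and without Table S2 genes (median 0.034). It was lost after the GC content and length correction as well (median 0.071, adjusted p = 0.151 from camera), and kept after thinning (adjusted p = 0.0195). The list's median went from -0.038 to 0.14 across the values that each left out one cell line. That of the amino acid response went from -0.042 to 0.24.

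Glycine, serine and threonine metabolism passed an adjusted p of 0.05 for a fall with no filter (median 0.062, adjusted p = 0.032), the stricter filter (median -0.0084, adjusted p = 0.00672) and the DESeq2 Wald test (median -0.049, adjusted p = 0.00113), and in the other choices of libraries, filter and method it was at 0.285 or above. With every library thinned to the smallest total it passed as well (median 0.022, adjusted p = 0.0273), and after the GC content and length correction it did not (adjusted p = 0.548). Why these fits differ was not tested. SHMT2 was left out in the main model only, where the median was then 0.029 (adjusted p = 0.583 from camera). With each of the 23 genes left out in turn, chosen after the data were seen, the median was above 0 in 12 cases, so this change of sign is not specific to SHMT2. With all of the genes, the median went from -0.050 to 0.019 across the values that each left out one cell line.

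SHMT1 changed sign with a cell line left out, from -0.14 to 0.019. Without the cell line in the model, 7 of the 12 other named genes lost an unadjusted P of 0.05 or less, and with the DESeq2 Wald test 2 did. ABCG1 had a log2 fold change of 0.86 without SW620, against 1.68 over both lines. No fold can be given for MIR3918 without SW480 (1 and 0 counts) or for LINC00704 without SW620 (1 and 2 counts). Without the genes of Table S2 the enrichment scores, chosen after the data were seen, were -0.81 for S phase and -0.76 for G2/M phase, against -0.84 and -0.79 with them.

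Depth limits the number of calls. With every library thinned to 5530129 counts, 67 genes were lower and 22 were higher at an adjusted p under 0.05, and the log2 fold change of UHRF1 was -1.72.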

Differences from the paper's values

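At an unadjusted P of 0.05 or less, 688 genes were lower, against the paper's 149, and 582 were higher, against the paper's 70. Of the alternatives set before the data were examined, the DESeq2 Wald test gave 178 and 63, both within 1.5 times the paper's values. A limit of 1.5-fold gave 158 lower genes, within that range, and 147 higher genes, outside it. The model without the cell line (17 and 1), no filter (739 and 536), the stricter filter (569 and 447) and DESeq2's size factors (637 and 635) stayed outside it.

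A comparison with the counts at an adjusted p under 0.05 was added after the values were seen. These lie within 1.5 times the paper's values, with 164 lower against the paper's 149 and 69 higher against the paper's 70. With DESeq2's size factors, also counted after the values were seen, they were 145 and 72. With no filter, chosen in the same way, they were 137, within 1.5 times the paper's value, and 46, outside it. The rest of this paragraph was also counted after the values were seen. Outside the range in both directions were the stricter filter (54 and 15), the DESeq2 Wald test (21 and 5) and the model without the cell line (0 and 0, beside 17 and 1 at an unadjusted P of 0.05 or less). A correction for GC content and length gave 126, within the range, and 38, outside it. Thinning every library to the smallest total gave 67 and 22, both outside it. The paper gives its limit as a P value.

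The paper calls UHRF1 the top downregulated gene. It ranked 2 by the size of the fall and by P value, after SHMT2, the targeted gene. It is not listed in Table S2. Of the genes the paper tests by qPCR, CCND1, ANLN, CBFB, SCD and HMGA2 are not listed there either.

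The paper describes the expression of glycine, serine and threonine metabolism genes as enriched, with an enrichment score of about -0.55 in Fig. 4(c), read by eye. The hand-written list gave -0.58, in a setting chosen after the data were seen. Without SHMT2 the score was 0.36.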

Other observations

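The tests of seed sites in UHRF1 and CCND1 and of the number of genes with a seed site among those that fell were chosen after the result was seen. The other tests in this part were set before their result was seen.

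Table S2 leaves out the genes with the smallest P values. Ranked by P value over both lines, the first 16 genes are absent from Table S2, and 18 of the first 20 are. They include SHMT2, UHRF1, CCND1, ANLN, SCD, CBFB and HMGA2, and also TSEN15, RWDD1 and ISOC1, these 3 named after their values were seen. The genes that are listed follow almost the same order as here when the table is read down its columns, with a Spearman correlation across genes of 0.918 for the genes listed as down and 0.864 for those listed as up. Of the 233 genes with an adjusted p under 0.05, 189 are in Table S2 and 44 are not. Of these 44, 30 had the same direction in both lines, 13 went in opposite directions, and 1 (TXNIP, named after its values were seen) had a log2 fold change of 0 in SW480. The paper gives no reason for the absence of the first 16.

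A hypothesis about the printed hairpin was tested on its seed. Which of the 2 hairpins was sequenced is not stated, so what follows on seed sites holds only if it was the printed one. The reason for the test is that an shRNA guide can also lower genes through short matches in their 3′ UTR. Genes with the 7-base guide site GGGTTAT were lower than genes without it of like UTR length, by a difference of medians of -0.0281 on the log2 scale (permutation test, p = 0.0001, the smallest that 10000 permutations can give). The difference was -0.0109 in SW480 and -0.0317 in SW620. Of 139 other 7-mers made of the same bases, 2 gave a difference as low. Among 155 genes with an annotated 3′ UTR that fell at an adjusted p under 0.05, 27 had a site (17.4%). This compares with 12.0 for genes of like UTR length (one-sided permutation test, p = 0.0001, the smallest possible). Among 67 genes that rose, 4 had one, against 5.29. The passenger strand's site GTACTTG gave a difference of 3.62e-07 (permutation test, p = 0.976), which argues against silencing by that strand. The values are consistent with a small effect of the guide's seed on part of the genes that fell. Of the 27 genes, 21 are in Table S2.

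UHRF1 has the guide site in 0 of its 7 annotated 3′ UTRs, which argues against an effect of the printed hairpin's seed on UHRF1 through its 3′ UTR. A seed effect of the other hairpin was not tested and stays open. CCND1 has it in 1 of 2, and a seed effect on CCND1 cannot be told apart from an effect of SHMT2, since both lines were treated with the same knockdown system and no library of another hairpin was analysed here. ANLN, CBFB, SCD and HMGA2 have no annotated 3′ UTR with the site.

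The lower cell cycle genes were weighed against technical explanations. With every library thinned to the smallest total, the median log2 fold change was -0.297 for S phase and -0.219 for G2/M phase. After a correction for GC content and transcript length it was -0.306 and -0.25. The knockdown library was the shallower in SW480 and the deeper in SW620, while the genes were lower in both. These values argue against depth and GC content or length as the whole cause. A seed site of the printed hairpin's guide was in 2 of 42 S phase genes and 1 of 53 G2/M phase genes with an annotated 3′ UTR. Members without a site had medians of -0.299 and -0.223. This argues against sites within these genes as the whole cause, and cannot address sites in other genes. What remains open is a difference between single cultures, such as density at harvest, and doxycycline, since the paper does not state whether the control shRNA cells received it. Seed sites of the other hairpin stay open as well, and so does an effect passed on from another gene with a site.

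The log2 fold changes of the 2 lines were barely related across genes. Their Pearson correlation was 0.0503 across the 14024 genes, which are not independent replicates. Among the 4858 genes of at least 50 CPM it was 0.254. If both lines had the same effects and only counting noise were added, it would be near 0.709. Counting noise alone does not account for so low a correlation, although it lowers it. With 1 library per line and condition, no gene was tested for a difference between the lines, and a difference between lines and one between cultures both stay open.

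Genes that the paper measured by western blot in these lines, in other samples, were read in the same libraries. CDK2 had a log2 fold change of -0.56 (-0.48 in SW480 and -0.63 in SW620, adjusted p = 0.0027 from edgeR). CDKN1B, which encodes p27, had 0.23 (0.34 and 0.09, adjusted p = 0.834 from edgeR). The transcript of CDKN1B was thus not shown to change, and protein levels were not analysed here. The largest rises by the fixed rule were those of LINC00704 (2.07), ABCA1 (1.68) and ABCG1 (1.68). ABCA1 and ABCG1, both sterol transporters, had 2.92 and 0.729 CPM in control SW480 cells and 1.83 and 2.93 CPM in control SW620 cells. LINC00704 had 1 and 2 counts in SW480, where no fold can be given. MIR3918 (chromosome 6, 158764661 to 158764753 on GRCh38) overlaps SYTL3 on the opposite strand, so reads of SYTL3 could not be excluded among its counts. SYTL3, named after its values were seen, had log2 fold changes of -1.02 in SW480 and 0.71 in SW620.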
